# Monocytic Myeloid-Derived Suppressor Cells Inhibit Myofibroblastic Differentiation in Mesenchymal Stem Cells Through IL-15 Secretion

**DOI:** 10.3389/fcell.2022.817402

**Published:** 2022-02-17

**Authors:** Yin Celeste Cheuk, Shihao Xu, Dong Zhu, Yongsheng Luo, Tian Chen, Juntao Chen, Jiawei Li, Yi Shi, Yi Zhang, Ruiming Rong

**Keywords:** MDSC (myeloid-derived suppressor cells), mesenchymal stem cells, myofibroblastic differentiation, IL-15, fibrosis

## Abstract

**Background:** Accumulating evidence indicates that mesenchymal stem cells (MSCs) are precursors of myofibroblasts, which play a vital role in renal fibrosis. The close interaction between MSCs and other immune cells regulates the development of multiple fibrosis-related diseases. However, the effect of myeloid-derived suppressor cells (MDSCs) on MSCs remains unexplored. Here, we investigated the effect of MDSCs on the myofibroblastic differentiation of MSCs.

**Methods:** MSCs were induced to undergo myofibroblastic differentiation with transforming growth factor beta 1 (TGF-β1). M-MDSCs and G-MDSCs were sorted by flow cytometry. Supernatants derived from MDSCs were administered to cultured bone marrow MSCs (BM-MSCs) undergoing TGF-β1-induced myofibroblastic differentiation. Myofibroblastic differentiation was evaluated by immunostaining. The expression of fibrosis-related genes was determined by quantitative PCR and western blot analysis. *In vitro*, M-MDSC supernatant or M-MDSC supernatant with interleukin (IL)-15 mAbs was administered following unilateral renal ischemia-reperfusion injury (IRI) to observe the myofibroblast differentiation of renal resident MSCs (RRMSCs) in a murine model.

**Results:** Myofibroblastic differentiation of MSCs was hindered when the cells were treated with MDSC-derived supernatants, especially that from M-MDSCs. The inhibitory effect of M-MDSC supernatant on the myofibroblastic differentiation of MSCs was partially mediated by IL-15-Ras-Erk1/2-Smad2/3 signaling. Treatment with M-MDSC supernatant ameliorated renal fibrosis and myofibroblastic differentiation in RRMSCs through IL-15. Additionally, M-MDSC supernatant increased M-MDSC infiltration in the kidney in a mouse IRI model. M-MDSC supernatant downregulated the adhesion and migration marker CD44 on the cell membrane of MSCs via IL-15.

**Conclusion:** M-MDSC-derived supernatant inhibited the TGF-β1-induced myofibroblastic differentiation of MSCs through IL-15. Our findings shed new light on the effect of MDSCs on myofibroblastic differentiation and adhesion of MSCs, which might provide a new perspective in the development of treatment strategies for renal fibrosis.

## Introduction

Mesenchymal stem cells (MSCs) are a type of multipotent stem cell of mesodermal origin that is derived from practically all tissue adventitial progenitor cells and pericytes (Ma et al., 2020). Because of the ability of these cells to differentiate into hematopoietic, liver, cardiac, endothelial, nerve, islet and several other cell types, MSCs provide a new strategy for the clinical treatment of numerous diseases (Regmi et al., 2019). However. MSCs are not always beneficial and protective (Basalova et al., 2020). Under the influence of profibrotic cytokines and signals, such as TGF-β1, Wnt10 (Cao et al., 2020), RhoA/Rock (Ke et al., 2019), and Smad3/Erk1/2 (Tang et al., 2018), MSCs can directly transdifferentiate into myofibroblasts. A large body of evidence suggests that myofibroblasts are crucial cells in the process of renal fibrosis, are highly heterogeneous and derive from resident fibroblasts, pericytes and bone marrow (BM)-derived cells (Volarevic et al., 2017). LeBleu et al. (2013) found that circulating BM-MSCs contributes to renal myofibroblasts. Kramann et al. (2015) reported that renal myofibroblasts were derived from kidney-resident MSC-like cells. In addition, kidney pericytes harbor an MSC population. By using single-cell RNA sequencing, Kuppe et al. (2021) profiled the transcriptomes of cells from healthy and fibrotic human kidneys to identify distinct subpopulations of pericytes as the main cellular sources of scar-forming myofibroblasts during human kidney fibrosis. Thus, circulating BM-MSCs, resident perivascular MSC-like kidney cells or pericytes have recently been regarded as major sources of myofibroblasts that drive kidney fibrosis. Transforming growth factor beta 1 (TGF-β1) is a key driving force in myofibroblastic differentiation. Therefore, it is critical to study how to inhibit TGF-β1-induced differentiation of MSCs into myofibroblasts to attenuate renal fibrosis.

In recent years, the interaction between MSCs and immune cells has been elucidated. The effect of MSCs on immune cells includes promoting monocyte polarization to anti-inflammatory M2 macrophages, suppressing the maturation of dendritic cells, and reducing the cytotoxicity of NK cells (Ma and Chan, 2016). Moreover, immune cells are capable of regulating the differentiation and function of MSCs. Ma et al. (2020) showed that macrophage-derived supernatants inhibited the adipogenic differentiation of human adipose-derived stem cells (hADSCs) *in vitro*, in which M1-sup was more potent due to higher expression of proinflammatory cytokines. Saldana et al. (2019) showed that factors secreted by proinflammatory and anti-inflammatory macrophages activated the immunomodulatory potential of MSCs, which was partially attributed to the priming effect of TNF-α and IL-10. Myeloid-derived suppressor cells (MDSCs) are innate cells that play a major role in immunosuppression and can be divided into two major groups in mice: granulocytic MDSCs (G-MDSCs; CD11b^+^Ly6G^+^Ly6C^low^) and monocytic MDSCs (M-MDSCs; CD11b^+^Ly6G^−^Ly6C^high^) (Li et al., 2021). G-MDSCs and M-MDSCs also have unique functional and biochemical characteristics. Studies have shown that G-MDSCs inhibit fibrosis in the kidney (Yan et al., 2020) and liver (Hochst et al., 2015), while G-MDSCs promote fibrosis in pulmonary hypertension (Lebrun et al., 2017). Other research has suggested that M-MDSCs inhibit fibrosis in liver disease (Wang et al., 2019) and promote pulmonary fibrosis by producing TGF-β1 (Fu et al., 2021). However, the mechanisms remain to be elucidated. Although there have been studies indicating that MSCs inhibit the differentiation of MDSCs into G-MDSCs by secreting prostaglandin E2 (PGE2) or inhibit the differentiation of M-MDSCs by secreting interferon (IFN)-β (Qi et al., 2020), whether MSC differentiation is affected by MDSCs or MDSC subtypes in the fibrotic process is still unknown.

Interleukin (IL)-15 is a pleiotropic cytokine that is involved in various biological activities. IL-15 mRNA expression has been detected in a wide range of tissues, both in hematopoietic and nonhematopoietic cells such as nerve cells, keratinocytes, fibroblasts and stromal cells (Yang and Lundqvist, 2020). In contrast to widespread IL-15 mRNA expression, mature IL-15 protein production is mainly limited to monocytes/macrophages and DCs (Yang and Lundqvist, 2020). IL-15 is known to be present both as secreted and membrane-bound forms. IL-15 induces the activation of Jak/STAT, PI3K, Src family tyrosine kinases, MAPKs and NF-kB in immune cells through IL-15Rα, as well as two coreceptors, IL-2Rβ (also known as IL-15Rβ) and the IL-2Rγ common chain (Beech et al., 2012). Previous studies have reported that IL-15 is associated with inducing the differentiation and proliferation of lymphocytes and natural killer (NK) cells (Patidar et al., 2016). IL-15 is also suggested to be negatively associated with fibrosis in the kidney (Devocelle et al., 2019), lung (Venkateshaiah et al., 2019), liver (Jiao et al., 2016) and pancreas (Manohar et al., 2018). Additionally, IL-15 could regulate adhesion-associated molecules on NK and T cells (Estess et al., 1999; Lin et al., 2016; Hydes et al., 2018). The effect of IL-15 on MSCs needs further study.

In this study, we examined the effect of MDSCs on the myofibroblastic differentiation of MSCs and the mechanisms involved. We found that M-MDSC-derived supernatant inhibited the TGF-β1-induced myofibroblastic differentiation of MSCs though IL-15 secretion. Exogenous M-MDSC supernatant treatment attenuated fibrosis and increased M-MDSC infiltration in a renal IRI model. Moreover, M-MDSC supernatant downregulated the adhesion and migration marker CD44 on the cell membrane of MSCs via IL-15. These findings expand our understanding of cellular interactions between MDSCs and MSCs, providing a new direction for the treatment of renal fibrosis.

## Materials and Methods

### Culture of Mesenchymal Stem Cells

The bone marrow MSCs of C57BL/6 mice were obtained from Cyagen Biosciences (Suzhou, China) and verified by examining the expression of the surface antigens CD29, CD44, CD117, Sca-1 and CD31 by using a FACS Aria III flow cytometer (Supplementary Figure S1A). The antibodies were purchased from Cyagen Biosciences (Suzhou, China). The cells were cultured in DMEM (Gibco, CA, USA) containing fetal bovine serum (FBS), l-glutamine, and a penicillin–streptomycin solution (Gibco, CA, USA) and were treated with or without TGF-β1 (PeproTech, USA), MDSC supernatant, IL-15 (PeproTech, USA), TM-β1 (BioLegend, USA), IL-15 mAbs (Invitrogen, USA), or the Erk1/2 inhibitor SCH772984 (Selleck Chemicals, USA).

### Adipogenic and Osteogenic Differentiation of MSCs

First, MSCs were grown in complete medium for adipogenic differentiation. When the cells reached 80% confluence, the medium was changed to adipogenic medium that consisted of rosiglitazone, 3-isobutyl-1-methylxanthin (IBMX), glutamine, dexamethasone and insulin (Cyagen Biosciences, Suzhou, China). Osteogenic differentiation was induced in MSCs by DMEM containing dexamethasone, ascorbic acids and β-glycerophosphate (Cyagen Biosciences, Suzhou, China). For Oil Red O staining, MSCs were fixed with 4% formaldehyde. After being washed with PBS, the cells were incubated with Oil Red O solution (Cyagen Biosciences Suzhou, China) for 30 min. The cells were then washed and examined under a microscope. For Alizarin Red S staining, the cells were incubated with Alizarin Red solution (Cyagen Biosciences, Suzhou, China) for 30 min. Images were acquired by a microscope (Supplementary Figure S1B).

### Induction of MDSCs From Bone Marrow Cells

Sterile bone marrow (BM) cells were flushed out of the tibias and femur cavities of C57BL/6 mice. Red blood cells (RBCs) were lysed by RBC lysis buffer (Invitrogen, USA). To obtain BM-derived MDSCs, BM cells were plated in dishes in RPMI 1640 medium supplemented with FBS, sodium pyruvate, MEM nonessential amino acid (NEAA) solution, 2-mercaptoethanol, streptomycin and penicillin. BM cells were induced with 40 ng/mL GM-CSF and 40 ng/ml IL-6 (PeproTech, USA) for 4 days.

### Flow Cytometry

As shown in Supplementary Figure S1C, MDSCs were sorted by a FACS Aria III flow cytometer (Becton Dickinson, CA, USA) by using mAbs against CD11b (clone: M1/70), Gr1 (clone: RB6-8C5), Ly-6G (clone: 1A8) and Ly-6C (clone: AL-21). The antibodies were purchased from BD Biosciences, United States. The sorted MDSCs were cultured in the same medium as described above at a density of 5×10^5^ cells/mL with or without IL-15 mAbs.

Splenocytes were obtained from spleens by mechanical crushing. Renal cells were obtained from the kidneys of mice by collagenase Ⅳ. Cells were examined by using mAbs against CD45 (clone: 30-F11), CD11b (clone: M1/70), Ly-6G (clone: 1A8), and Ly-6C (clone: AL-21) and DAPI (all antibodies were purchased from BD Bioscience or Biolegend Company) and analyzed by Flow JoX software.

### Animal Experiment

Male C57BL/6 mice (6 weeks old, 20–25 g) were purchased from Shanghai JieSiJie Laboratory Animal Co., Ltd. (Shanghai, China) and bred in a specific pathogen-free (SPF)-grade animal room. The mice were randomly divided into groups. 1) In the sham group, the abdomen was exposed for 30 min without renal artery clamping, and the mice were injected with 100 μL of phosphate-buffered saline (PBS); 2) in the ischemia-reperfusion injury (IRI) group, the renal pedicles of unilateral kidneys were clipped with vascular clamps for 30 min to induce ischemia, followed by injection with 100 μL of PBS; 3) in the IRI/M-MDSC supernatant group, renal IRI mice were administered M-MDSC supernatant (100 μL) via the tail vein 24 h preoperation and for seven consecutive days after the operation; and 4) in the IRI/M-MDSC supernatant/IL-15 mAb group, renal IRI mice were injected with M-MDSC supernatant plus IL-15 mAbs (100 μL) via the tail vein 24 h preoperation and for seven consecutive days after the operation. All animal procedures were authorized by the Animal Ethics Committee of Zhongshan Hospital, Fudan University.

### ELISA and Luminex Assay

IL-15 levels in cell supernatants and cytokines in murine serum were measured by a commercially available mouse IL-15 ELISA kit (Enzyme-linked Biotechnology Co., Ltd., Shanghai, China) and Bio-Plex Pro Mouse Cytokine 23-plex Assay (BioRad, USA), respectively, according to the vendor’s protocol.

### RNA Isolation and Quantification Real-Time PCR

TRIzol reagent (Thermo, CA, USA) was used to extract total RNA from each sample. cDNA was reverse-transcribed from approximately 1000 ng of total RNA by the PrimeScript™ RT reagent kit (TaKaRa, Japan). mRNA levels were quantitatively evaluated by SYBR Green-based quantitative real-time PCR in an Applied Biosystems Real-time PCR System. All primers were synthesized by Sangon Biotech (Shanghai, China). The mRNA expression levels were compared with GAPDH after normalization. 

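Each primer was searched for as an exact match in the annotated mouse transcripts, with exons counted from the 5′ end of the transcript. The ACTA2 pair on Acta2-201 consists of the forward primer TCTGGACGTACAACTGGTATTG across the junction of exons 5 and 6 and the reverse primer GGCAGTAGTCACGAAGGAATAG across the junction of exons 6 and 7, and gives a product of 180 bp. For COL1A1, GAAACCCGAGGTATGCTTGA lies in exon 2 and GGGTCCCTCGACTCCTACAT lies across the junction of exons 3 and 4 of Col1a1-201, 178 bp apart from end to end. For COL3A1, ACCAAAAGGTGATGCTGGAC lies in exon 39 and GACCTCGTGCTCCAGTTAGC in exon 40 of Col3a1-201, with a product of 110 bp. The CD44 primers CACCATTGCCTCAACTGTGC and TTGTGGGCTCCTGAGTCTGA lie across the junction of exons 5 and 6 and in exon 6 of Cd44-201, with a product of 116 bp. Both ICAM1 primers, GTGATGCTCAGGTATCCATCCA and CACAGTTCTCAAAGCACAGCG, lie in exon 2 of Icam1-201 and give 213 bp, so that genomic DNA would give the same length. The VCAM1 primers TTGGGAGCCTCAACGGTACT and GCAATCGTTTTGTATTCAGGGGA lie in exon 1 and exon 2 of Vcam1-201 and give 86 bp. Each of these primers matched transcripts of its own gene alone. The GAPDH pair, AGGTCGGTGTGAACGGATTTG across the junction of exons 2 and 3 and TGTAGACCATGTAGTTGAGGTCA in exon 3 of Gapdh-201, gives 123 bp. Its forward primer also occurs in annotated pseudogenes and matched 54 gene symbols in all, and its reverse primer matched 137. All primers lie in coding sequence.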

The primer sequences are listed in Supplementary Table S1.

### Immunohistochemistry

Immunohistochemistry was performed on thin sections (5 μm) of formalin-fixed and paraffin-embedded tissues. The sections were deparaffinized in xylene and rehydrated in a descending ethanol series. After being heated in a microwave to repair tissue antigens, the sections were incubated with 10% normal goat serum at room temperature for 10 min to block nonspecific reactions. Monoclonal rabbit anti-CD3 (1:200; Abcam, UK) primary antibody was added and incubated at 4°C overnight, followed by the application of biotin-labeled goat anti-Ms/RbIgG and streptavidin-peroxidase (UltraSensitiveTM SP IHC Kit; Maxim, China). The sections were then developed in diaminobenzidine substrate.

### Histologic Analysis

For morphologic assessments, paraffin-embedded renal tissues 28 days after IRI were sliced into 5 μm sections and then deparaffinized and rehydrated before being stained with hematoxylin and eosin (H&E), Sirius red, and Masson trichrome and analyzed by immunohistochemistry. H&E staining was assessed to evaluate the tubular injury score by calculating the percentage of tubules that displayed tubular dilation, brush border loss, cast formation and tubular necrosis: 0, normal; 1, ≤10%; 2, 10–25%; 3, 26–50%; 4, 51–75%; 5, ≥75%. Renal fibrosis was assessed using Sirius red staining and Masson trichrome staining. The ImageJ plugin (https://imagej.nih. gov) was used to determine the positive area of Masson trichrome (blue), Sirius red (red) and immunohistochemical staining (brown). All histologic analyses were performed by two independent researchers who were blinded to the groupings.

### Immunofluorescence Analysis

Bone marrow MSCs were examined for α-SMA expression by immunofluorescence. After fixation, anti-α-SMA antibodies (1:1000, Abcam, UK) were added and incubated at 4°C overnight. Subsequently, the cells were incubated with Alexa Fluor®488 donkey anti-mouse IgG (1:400, Life Technologies, USA) at room temperature for 1 h. The nuclei were stained with DAPI (Sigma, USA). Images were obtained by a fluorescence microscope (Olympus, Tokyo, Japan).

Renal resident MSCs (RRMSCs) were examined by immunofluorescence staining for Sca-1 and α-SMA. After deparaffinization and rehydration, anti-Sca-1 (1:100, Abcam, UK) and anti-α-SMA (1:1000, Abcam, UK) antibodies were added and incubated at 4°C overnight. Subsequently, the renal sections were incubated with Alexa Fluor®594 donkey anti-mouse lgG (1:400, Life Technologies, USA) and Alexa Fluor®488 donkey anti-rabbit lgG (1:400, Life Technologies, USA) at room temperature for 1 h. Renal resident MSCs (RRMSCs) were also examined by immunofluorescence staining for Sca-1 and Ras, Sca-1 and p-Erk1/2, and Sca-1 and p-Smad3. After deparaffinization and rehydration, anti-Ras (1:800, Cell Signaling Technology, USA), anti-p-Erk1/2 (1:800, Cell Signaling Technology, USA) or anti-p-Smad3 (1:500, Abcam, UK) antibodies were added and incubated at 4°C overnight. Subsequently, the renal sections were incubated with goat anti-rabbit IgG (HRP, 1:4000, Abcam, UK) at room temperature for 1 h. CY5 (1:200, Abcam, UK) was then used, and the sections were incubated for 10 min. After another rehydration step, anti-Sca-1 (1:100, Abcam, UK) antibodies were added and incubated at 4°C overnight. Then, the renal sections were incubated with Alexa Fluor^®^488 donkey anti-rabbit lgG (1:400, Life Technologies, USA) at room temperature for 1 h. The nuclei were stained with DAPI (Sigma, USA). Images were obtained by a fluorescence microscope (Olympus, Tokyo, Japan). The area of co-stained Sca-1^+^α-SMA^+^ renal resident MSCs was quantified by using the colocalization finder plugin of ImageJ.

### Western Blotting

Twenty micrograms of protein from MSC homogenates was separated on 15% or 10% polyacrylamide denaturing gels and electroblotted onto polyvinylidene fluoride membranes. The primary antibodies used were α-SMA (1:1000, Abcam, USA), col1α1 (1:1000, Abcam, USA), Ras (1:1000, Cell Signaling Technology, USA), p-Erk1/2 (1:1000, Cell Signaling Technology, USA), Erk1/2 (1:1000, Cell Signaling Technology, USA), p-Smad2/3 (1:1000, Cell Signaling Technology, USA), and Smad2/3 (1:1000, Cell Signaling Technology, USA). The results were normalized to tubulin (1:1000 dilution, Abcam).

### RNA Sequencing

RNA was isolated from control MSCs, TGF-β1-induced MSCs, TGF-β1-induced MSCs with M-MDSC supernatant and TGF-β1-induced MSCs with G-MDSC supernatant with TRIzol reagent (Thermo, CA, USA). Paired-end sequencing (PE150, 2 × 150 bp) was performed on an Illumina NovaSeq™ 6,000 (LC-Bio Technology CO., Ltd., Hangzhou, China) according to the manufacturer’s recommended protocol. The read quality was also verified using Fastp software (https://github.com/OpenGene/fastp). Reads were aligned to the reference genome of Mus musculus (GRCm38) by HISAT2 (https://ccb.jhu.edu/software/hisat2) and assembled by StringTie (https://ccb.jhu.edu/software/stringtie). Subsequently, all transcriptomes were merged using gffcompare (https://github.com/gpertea/gffcompare/). The expression level of mRNAs was calculated by FPKM (FPKM = [total_exon_fragments/mapped_reads (millions) × exon_length (kB)]). The differentially expressed mRNAs were chosen (fold change >2 or fold change <0.5, *p* value <0.05) by the R package edgeR (https://bioconductor.org/packages/release/bioc/html/edgeR.html).

### Statistical Analysis

Images of flow charts were created with biorender.com. The data were analyzed using GraphPad Prism eight software or R language. Packages such as Limma, Annotation, ggplot2, and enrichGo were used to analyze the RNA sequencing and array results. Quantitative variables were analyzed by two-tailed independent *t* test (between two groups) and are expressed as the means ± standard deviation (S.D.). *p* < 0.05 was considered statistically significant.

## Results

### MDSC Supernatant Inhibits TGF-β1-Induced Myofibroblastic Differentiation in MSCs

First, we identified BM-MSCs by specific MSC surface markers through flow cytometry (Supplementary Figure S1A). These cells were positive for CD29, CD44, and Sca-1 but negative for CD117 and CD31. Their adipogenic and osteogenic potential were evaluated by oil red O and Alizarin red S staining, respectively (Supplementary Figure S1B).

To ascertain the effect of MDSCs on TGF-β1-induced myofibroblastic differentiation in MSCs *in vitro*, BM-derived CD11b^+^Gr^+^ MDSCs were obtained (Supplementary Figure S1C) and cultured in medium for 24 h at a density of 5×10^4^ cells/mL (low dose), 1×10^5^ cells/mL (medium dose), and 5×10^5^ cells/mL (high dose). Then, the culture supernatants were collected. The myofibroblastic differentiation of MSCs was evaluated in the presence of different doses of MDSC supernatant (MDSC sup). We found that TGF-β1 (5 ng/mL) triggered a myofibroblastic differentiation process that was characterized by an alteration in cell morphology from the characteristic organized spindle-shaped appearance to a disorganized elongated fibroblast-like phenotype, and this effect was attenuated by treatment with high-dose MDSC supernatant (Figure 1A). Immunofluorescence staining showed that the expression of α-SMA, a marker of myofibroblasts, was upregulated by TGF-β1 induction (Figure 1B). These results were consistent with a significant increase in the levels of the myofibroblastic differentiation-related genes ACTA2, COL1A1 and COL1A3 (Figure 1C). In contrast, MSCs induced by TGF-β1 that were treated with high-dose MDSC supernatant displayed dramatically decreased levels of ACTA2, COL1A1 and COL1A3 (Figures 1B,C). These results demonstrate that MDSC supernatant effectively inhibits TGF-β1-induced myofibroblastic differentiation in MSCs.

**FIGURE 1:**
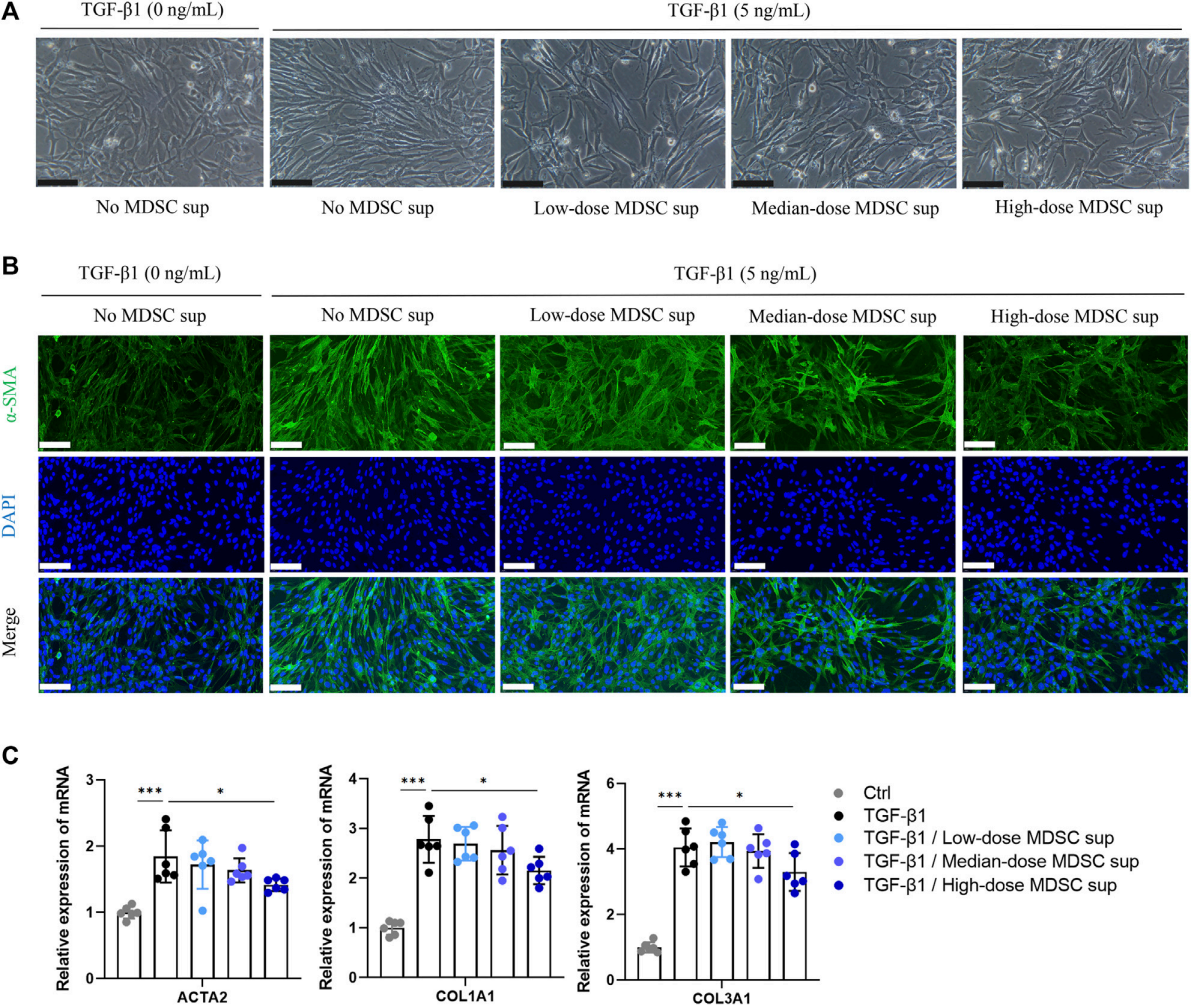
MDSC supernatant inhibits the TGF-β1-induced myofibroblastic differentiation of MSCs. **(A)** BM-derived CD11b^+^Gr^+^ MDSCs were obtained by flow cytometry and cultured in normal medium for 24 h at a density of 5×10^4^ cells/mL (low dose), 1×10^5^ cells/mL (medium dose), and 5×10^5^ cells/mL (high dose). Then, the culture supernatants were collected. MSCs were cultured with different doses of MDSC supernatant containing TGF-β1 (5 ng/mL) for 24 h, and cell morphology was observed under a microscope. Scale bar: 100 μm. **(B)** Immunofluorescence staining of α-SMA in MSCs. Scale bar: 100 μm. **(C)** mRNA expression of ACTA2, COL1A1 and COL3A1 in MSCs was normalized to GAPDH expression and analyzed by qPCR. Values were expressed as mean ± standard deviation (mean ± SD). *p < 0.05; **p < 0.01; ***p < 0.001.

### M-MDSC Supernatant Inhibits TGF-β1-Induced Myofibroblastic Differentiation in MSCs

To explore the effects of MDSC subtypes on TGF-β1-induced myofibroblastic differentiation in MSCs *in vitro*, bone marrow CD11b^+^Ly6G^−^Ly6C^high^ M-MDSCs and CD11b^+^Ly6G^+^Ly6C^low^ G-MDSCs were sorted by flow cytometry (Supplementary Figure S1C), and the culture supernatants were collected. As shown in Figure 2A, the myofibroblastic differentiation of MSCs was evaluated in the presence of different MDSC supernatants (G-MDSC sup and M-MDSC sup). M-MDSC supernatant and G-MDSC supernatant both attenuated the TGF-β1-induced myofibroblastic differentiation process, which was observed by cell morphology (Figure 2B), and decreased the expression of α-SMA, as shown by immunofluorescence staining (Figure 2C). Interestingly, TGF-β1 treatment markedly increased the expression of ACTA2, COL1A1 and COL1A3, while the levels of COL1A1 and COL1A3 were downregulated in the M-MDSC supernatant-treated group but not the G-MDSC supernatant-treated group (Figure 2D). Moreover, the decreased levels of α-SMA and COL1A1 induced by MDSC supernatant treatment were also confirmed through western blot analysis (Figure 2E).

**FIGURE 2:**
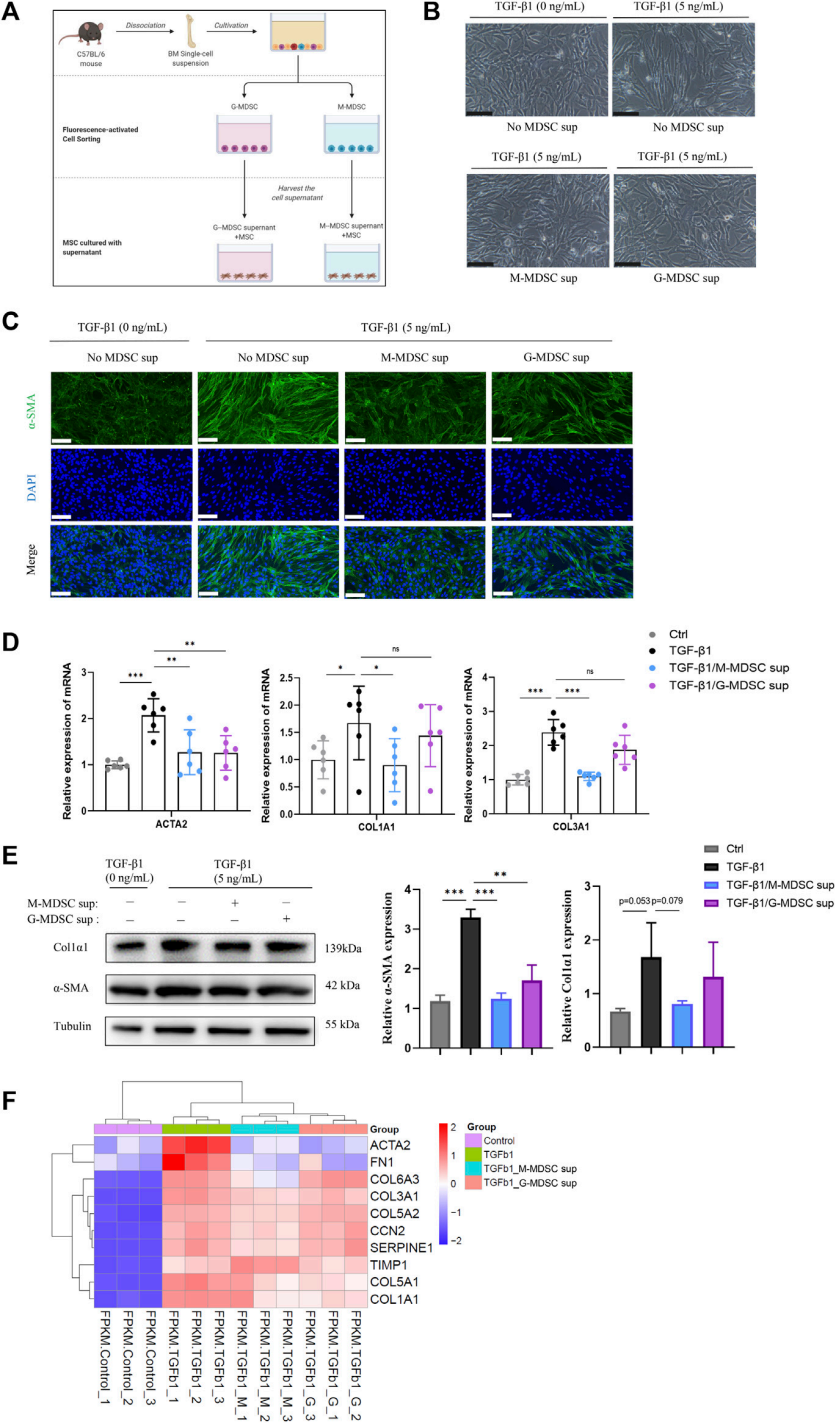
M-MDSC supernatant inhibits the TGF-β1-induced myofibroblastic differentiation of MSCs. **(A)** Bone marrow CD11b^+^Ly6G^−^Ly6C^high^ M-MDSCs and CD11b^+^Ly6G^+^Ly6C^low^ G-MDSCs were sorted by flow cytometry, and the culture supernatants were collected after another 24 h of culture in normal medium. The myofibroblastic differentiation of MSCs was evaluated in the presence of G-MDSC supernatant or M-MDSC supernatant containing TGF-β1 (5 ng/mL) for 24 h. **(B)** Morphology of MSCs treated with TGF-β1, TGF-β1/M-MDSC supernatant or TGF-β1/G-MDSC supernatant. Scale bar: 100 μm. **(C)** Immunofluorescence staining of α-SMA in MSCs. Scale bar: 100 μm. **(D)** mRNA expression of ACTA2, COL1A1 and COL3A1 in MSCs was normalized to GAPDH expression and analyzed by qPCR. Values were expressed as mean ± standard deviation (mean ± SD). **(E)** Representative western blot and average data for α-SMA and col1α1 in mesenchymal stem cells of each experimental group, normalized to expression of tubulin. Values were expressed as mean ± standard deviation (mean ± SD). **(F)** A heatmap of ACTA2, COL1A1, COL3A1, COL5A1, COL5A2, COL6A3, FN1, SERPINE1, CCN2 and TIMP1 expression in each sample. *p < 0.05; **p < 0.01; ***p < 0.001.

To further investigate MDSC subtype-derived supernatant-mediated inhibition of TGF-β1-induced myofibroblast differentiation in MSCs, we analyzed the mRNA expression in the four groups, including MSCs without treatment, MSCs with TGF-β1 treatment, MSCs with TGF-β1/M-MDSC supernatant treatment and MSCs with TGF-β1/G-MDSC supernatant treatment, using mRNA sequencing. 

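The mRNA sequencing comprised 12 libraries, 3 for each of the 4 groups of mouse MSCs. TGF-β1 was given at 5 ng/mL, alone or in the culture supernatant of M-MDSCs or G-MDSCs. These had been sorted from bone marrow and cultured at 500000 cells/mL. The paper describes RPMI medium for MDSCs and DMEM for MSCs, and no library had MDSC medium that had not held MDSCs. A difference between a supernatant and TGF-β1 alone can therefore also come from the medium. For 55401 annotated mouse genes, the authors deposited the counts in each library and the FPKM calculated from them, that is, fragments scaled to exon length and to the mapped fragments of the library. The reads had been aligned to GRCm38 with HISAT2 and assembled with StringTie, and the paper's text does not name the tool that counted them. Between 73977669 and 84565450 counts were assigned to genes per library. The median was 80403265 in untreated MSCs, 80447449 with TGF-β1, 74620684 with TGF-β1/M-MDSC supernatant and 80685608 with TGF-β1/G-MDSC supernatant. Of the nonzero counts up to 12, 44.3% were 4, 8 or 12, so low counts carry less information than independent fragments would, and the cause was not tested. With counts divided by 4, and among well expressed genes, libraries of the same group differed by between 15.0 and 20.7 times the variance of counting error. Genes with FPKM of at least 1 in at least 3 libraries were kept, which left 12016 genes. Their counts were compared between groups with the two-sided quasi-likelihood F test of edgeR, with all groups in a single fit and p-values adjusted by the Benjamini-Hochberg method. As in the paper's methods, genes were called differentially expressed at a fold change above 2 or below 0.5 with an unadjusted p-value under 0.05. Values in FPKM are means ± SD over 3 libraries, and standard errors of log2 fold changes were derived from the F statistic.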

We found that the mRNA expression of myofibroblastic differentiation-related genes, such as ACTA2, COL1A1, COL3A1, COL5A1, COL5A2, COL6A3, FN1, SERPINE1, CCN2 and TIMP1, was upregulated by TGF-β1. 

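All 10 genes had a higher mean in the TGF-β1 group than in untreated MSCs, and for each of them every TGF-β1 library exceeded every untreated library. ACTA2 (Acta2, ENSMUSG00000035783, chromosome 19, 34241090 to 34255590), which encodes α-SMA, rose from 1528 ± 93.3 to 2123 ± 47.4 FPKM, a log2 fold change of 0.53 (standard error 0.053, adjusted p = 1.81e-05). COL1A1 (Col1a1, ENSMUSG00000001506, chromosome 11, 94936224 to 94953042) rose from 498 ± 21.7 to 1033 ± 8.33 FPKM, and COL3A1 (Col3a1, ENSMUSG00000026043, chromosome 1, 45311538 to 45349706) rose from 32.7 ± 0.405 to 95.3 ± 3.12 FPKM. Their log2 fold changes were 1.11 and 1.60. Among the other collagen genes, COL5A1 (Col5a1, ENSMUSG00000026837, chromosome 2, 27886425 to 28039514) changed from 31.5 ± 0.919 to 114 ± 4.74 FPKM, COL5A2 (Col5a2, ENSMUSG00000026042, chromosome 1, 45374321 to 45503282) from 77.7 ± 2.71 to 159.7 ± 1.54 FPKM and COL6A3 (Col6a3, ENSMUSG00000048126, chromosome 1, 90765923 to 90843971) from 11.7 ± 0.584 to 35.3 ± 1.15 FPKM. The smallest change was that of FN1 (Fn1, ENSMUSG00000026193, chromosome 1, 71585520 to 71653175), from 379 ± 22.002 to 507 ± 34.9 FPKM, with a log2 fold change of 0.48 (standard error 0.077, adjusted p = 0.000684). The largest was that of CCN2 (Ccn2, ENSMUSG00000019997, chromosome 10, 24595442 to 24598683), from 264 ± 15.1 to 1468 ± 76.4 FPKM, with a log2 fold change of 2.53 (standard error 0.055, adjusted p = 5.63e-10). TIMP1 (Timp1, ENSMUSG00000001131, chromosome X, 20870166 to 20874735) increased from 397 ± 11.3 to 893 ± 26.8 FPKM. Adjusted over all genes tested, 10 of the 10 passed an adjusted p-value of 0.05, the highest adjusted p being 0.000684, and 10 passed when adjusted over the list alone, which is the paper's own. The mean log2(FPKM + 1) of the 10 genes was 8.53 ± 0.032 with TGF-β1 and 7.15 ± 0.031 without (SD, n = 3 each), a difference of 1.38 (two-sided exact permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow). Across the alternative settings that difference moved most with median-ratio scaling, to 1.43. Over all genes tested, 810 were called differentially expressed, 313 higher and 497 lower with TGF-β1. Without the limit on fold change, 4082 genes had an adjusted p-value under 0.05, the largest change of this count among the alternatives. The values of TGF-β1 and untreated libraries did not overlap for 5609 genes, or 46.7% of those tested, where chance gives 10%.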

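With TGF-β1/M-MDSC supernatant, ACTA2 was expressed at 1594 ± 74.6 FPKM, and with TGF-β1/G-MDSC supernatant at 1516 ± 72.2 FPKM. The log2 fold change against TGF-β1 alone was -0.44 (standard error 0.053, adjusted p = 0.000587) with M-MDSC supernatant and -0.51 (standard error 0.053, adjusted p = 0.000170) with G-MDSC supernatant. These reductions reversed 88.8% and 102% of the rise that TGF-β1 had caused in mean FPKM. FN1 was expressed at 394 ± 15.5 FPKM with M-MDSC supernatant and 390.1 ± 41.3 FPKM with G-MDSC supernatant, a reversal of 88.8% and 91.6%. The other genes that fell had smaller reversals, at most the 38.6% and 44.1% of COL6A3. In the same order, the reversal was 19.1% and 25.5% for COL1A1, 18.5% and 13.0% for COL3A1 and 12.6% and 17.1% for COL5A2. COL6A3 reached 26.2 ± 2.57 and 24.9 ± 2.25 FPKM and CCN2 1301 ± 46.8 and 1234 ± 36.4 FPKM, each with M-MDSC and G-MDSC supernatant in that order. In the same order, COL1A1 was at 931 ± 93.5 and 897 ± 25.2 FPKM, COL3A1 at 83.7 ± 2.23 and 87.1 ± 2.97 FPKM, COL5A1 at 98.1 ± 11.5 and 91.5 ± 3.68 FPKM and COL5A2 at 149 ± 0.121 and 146 ± 2.94 FPKM. TIMP1 was higher than with TGF-β1 alone in both groups, at 1021 ± 21.3 and 1159 ± 92.4 FPKM, with log2 fold changes of 0.17 and 0.35. Against TGF-β1 alone, 9 of the 10 genes were lower with M-MDSC supernatant, of which 5 had an adjusted p-value under 0.05 over all genes and 9 over the list. With G-MDSC supernatant, 9 were lower, of which 8 passed over all genes and 9 over the list. When edgeR was fitted to only the groups compared, these counts over all genes were 3 and 5, and over all alternatives they ranged from 3 to 7 and from 5 to 9. A gene that passes in a single group is not thereby shown to differ between the groups, so both supernatants were also compared directly. Between the supernatants, 8 of the genes were higher and 2 lower with M-MDSC than with G-MDSC supernatant, with log2 fold changes from -0.18 to 0.10. The count of genes lower with M-MDSC supernatant at an adjusted p-value under 0.05 was 0, over all genes and over the list alike, and at an unadjusted p-value under 0.05 it was 1. That gene was TIMP1, with a log2 fold change of -0.18 (adjusted p = 0.466, two-sided edgeR test). COL1A1, COL6A3 and FN1 changed sign between the supernatants under at least some alternatives. The mean log2(FPKM + 1) of the 10 genes differed from that with TGF-β1 alone by -0.20 with M-MDSC supernatant and -0.22 with G-MDSC supernatant (two-sided exact permutation tests, p = 0.1 each, the smallest possible). The difference between the supernatants was 0.020 (two-sided exact permutation test, p = 0.7). This was less than the SD of 0.052 between the M-MDSC supernatant libraries and slightly more than the SD of 0.018 between the G-MDSC supernatant libraries. The difference was -0.0067 without TGF-β1/M-MDSC supernatant replicate 1 and 0.046 without replicate 3 (two-sided exact permutation tests, p = 0.7 and p = 0.1, the latter the smallest possible).

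**Figure D1:**
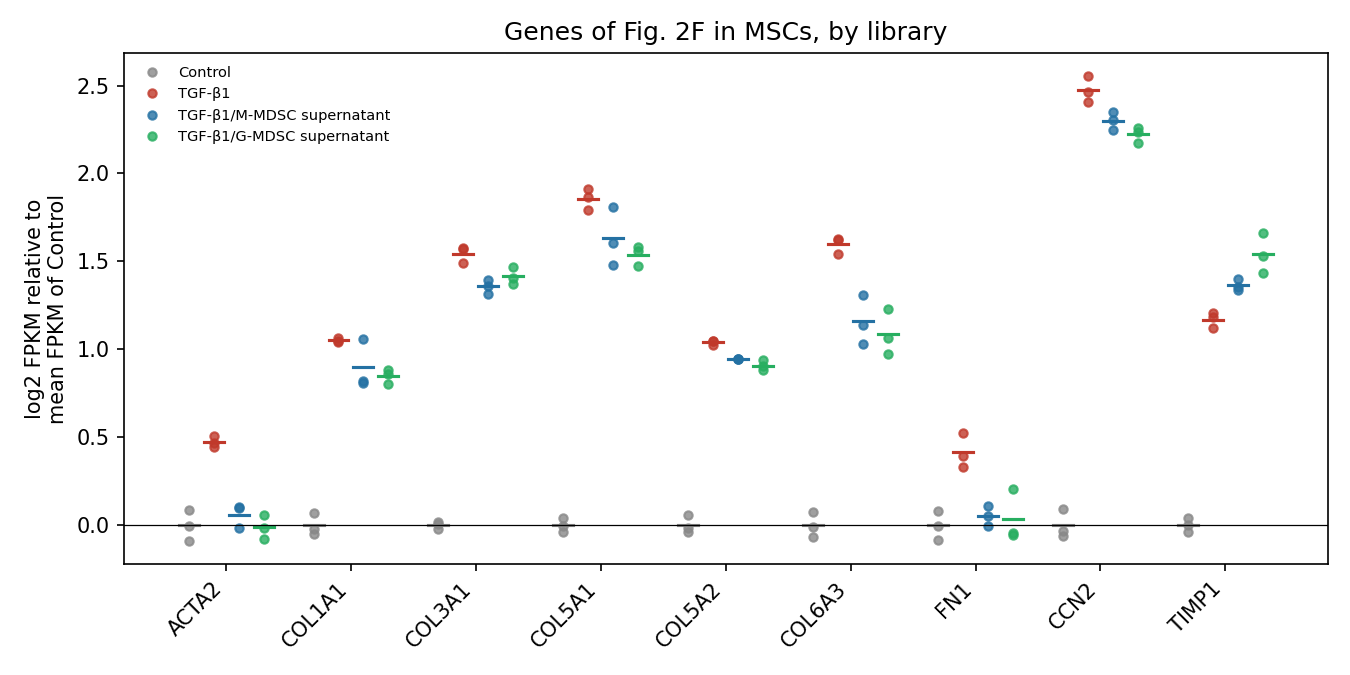
Expression of each gene shown in each library, as log2 FPKM relative to the mean FPKM of untreated MSCs. Points are libraries and horizontal lines are group means of log2 values, with 3 libraries per group, and the points of M-MDSC and G-MDSC supernatant libraries overlap for all genes shown except COL5A2 and TIMP1.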

Most of these markers were reduced by MDSC supernatant treatment, and the effect was more robust in the M-MDSC supernatant-treated group than in the G-MDSC supernatant-treated group (Figure 2F **)**. We therefore focused on M-MDSCs, which may be more relevant to the inhibition of TGF-β1-induced myofibroblast differentiation. 

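The 313 genes called higher with TGF-β1 than without were compared between the supernatants. The comparison that chose them does not contrast the supernatants, but their libraries entered the filter and the estimate of the spread. Their mean log2(FPKM + 1) was lower with M-MDSC than with G-MDSC supernatant for 152 genes, or 48.6%, and the median difference was 0.0092 on the log2 scale. Taken separately against the mean of the G-MDSC supernatant libraries, the share was 37.4%, 42.2% and 57.8% for M-MDSC supernatant replicates 1, 2 and 3, an SD of 10.7 percentage points. No test was made across genes, which are not independent replicates. Among the alternatives the share moved most without TGF-β1/M-MDSC supernatant replicate 3, to 39.2%. Against TGF-β1 alone, 69.3% of the genes were lower with M-MDSC supernatant and 65.8% with G-MDSC supernatant. The median difference over all 313 genes, including those that were higher, was -0.090 and -0.11 in that order. Genes selected for being high in the TGF-β1 libraries tend to be lower in any other group, so these shares are best read beside each other. At an adjusted p-value under 0.05 from edgeR, 44 of them were lower with M-MDSC supernatant and 55 with G-MDSC supernatant, and 34 were lower with both. Between the supernatants, 0 differed at an adjusted p-value under 0.05, and 36 at an unadjusted one, of which 13 were lower and 23 higher with M-MDSC supernatant. Over all genes tested, 66 were called between M-MDSC and G-MDSC supernatant, 35 higher and 31 lower with M-MDSC, and 15 had an adjusted p-value under 0.05 (761 unadjusted). Groups did not overlap for 12.0% of genes, against 10% by chance. The paper points to the reduction of most markers, which Fig. 2F shows as stronger with M-MDSC supernatant. By its quantitative PCR in Fig. 2D, COL1A1 and COL3A1 also fell with M-MDSC but not with G-MDSC supernatant. It proposes that M-MDSCs may matter more for the inhibition of myofibroblast differentiation and focuses on them. The quantitative PCR was not analysed here.

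**Figure D2:**
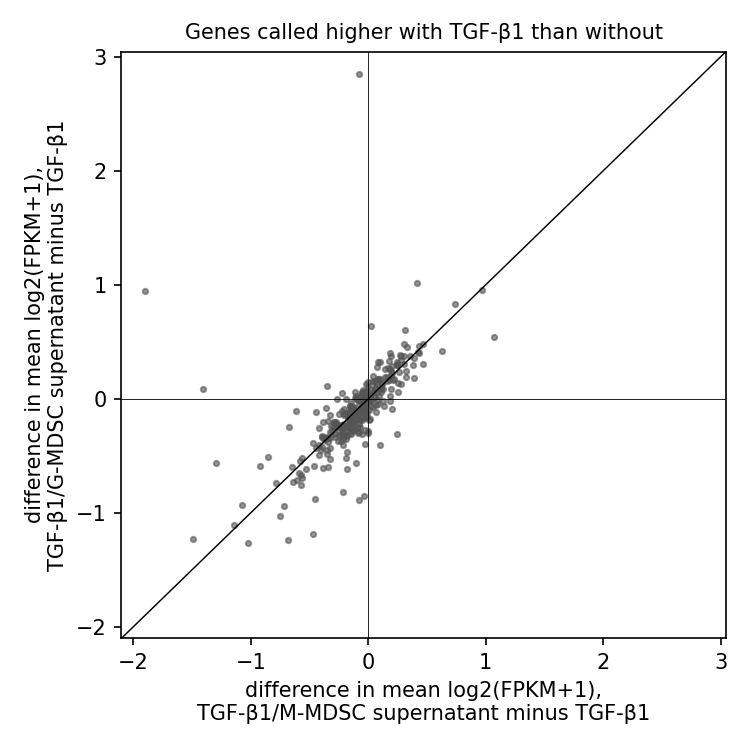
Difference in mean log2(FPKM + 1) from TGF-β1 alone for each of the 313 genes called higher with TGF-β1, with M-MDSC supernatant on the horizontal and G-MDSC supernatant on the vertical axis. Each point is a gene and the diagonal marks equal change, with 152 genes on the side that is lower with M-MDSC supernatant.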

Taken together, these results suggested that M-MDSC supernatant showed more potent abilities to impair the TGF-β1-induced myofibroblastic differentiation of MSCs.

### M-MDSC-Derived IL-15 Plays a Critical Role in Inhibiting Myofibroblastic Differentiation in MSCs

Given that MDSCs produce various types of cytokines that play important roles in the immune system, we focused on secreted cytokines in M-MDSC supernatant. Since intrarenal IL-15 is strongly decreased in several experimental murine nephropathies and human renal dysfunction, we investigated the IL-15 expression profile of the renal medulla of lithium-induced renal fibrosis by bioinformatics based on Gene Expression Omnibus (GEO) datasets. Myofibroblast-related markers, including COL1A1 and COL3A1, were inversely related to IL-15 expression in published GSE83610 dataset (Figure 3A). ELISA was performed to show that the level of IL-15 in M-MDSC supernatant was higher than that in G-MDSC supernatant (Figure 3B). We next investigated whether IL-15 could account for the anti-myofibroblastic effect of M-MDSC supernatant. Immunofluorescence analysis revealed that TGF-β1 treatment strongly increased α-SMA expression in MSCs, and this production was markedly suppressed by IL-15 (1 ng/mL) or M-MDSC supernatant treatment. These inhibitory effects could be reversed by TM-β1 (10 ng/mL), a specific Ab targeting IL-15 receptor β (Figure 3C). The expression of myofibroblastic markers was altered, as shown by qPCR (Figure 3D) and western blot analysis (Figure 3E). Collectively, our results suggest that IL-15 is partially responsible for the inhibitory effect of M-MDSC culture supernatant. Thus, IL-15, which is secreted by M-MDSCs, can potently inhibit the TGF-β1-induced myofibroblastic differentiation of MSCs.

**FIGURE 3:**
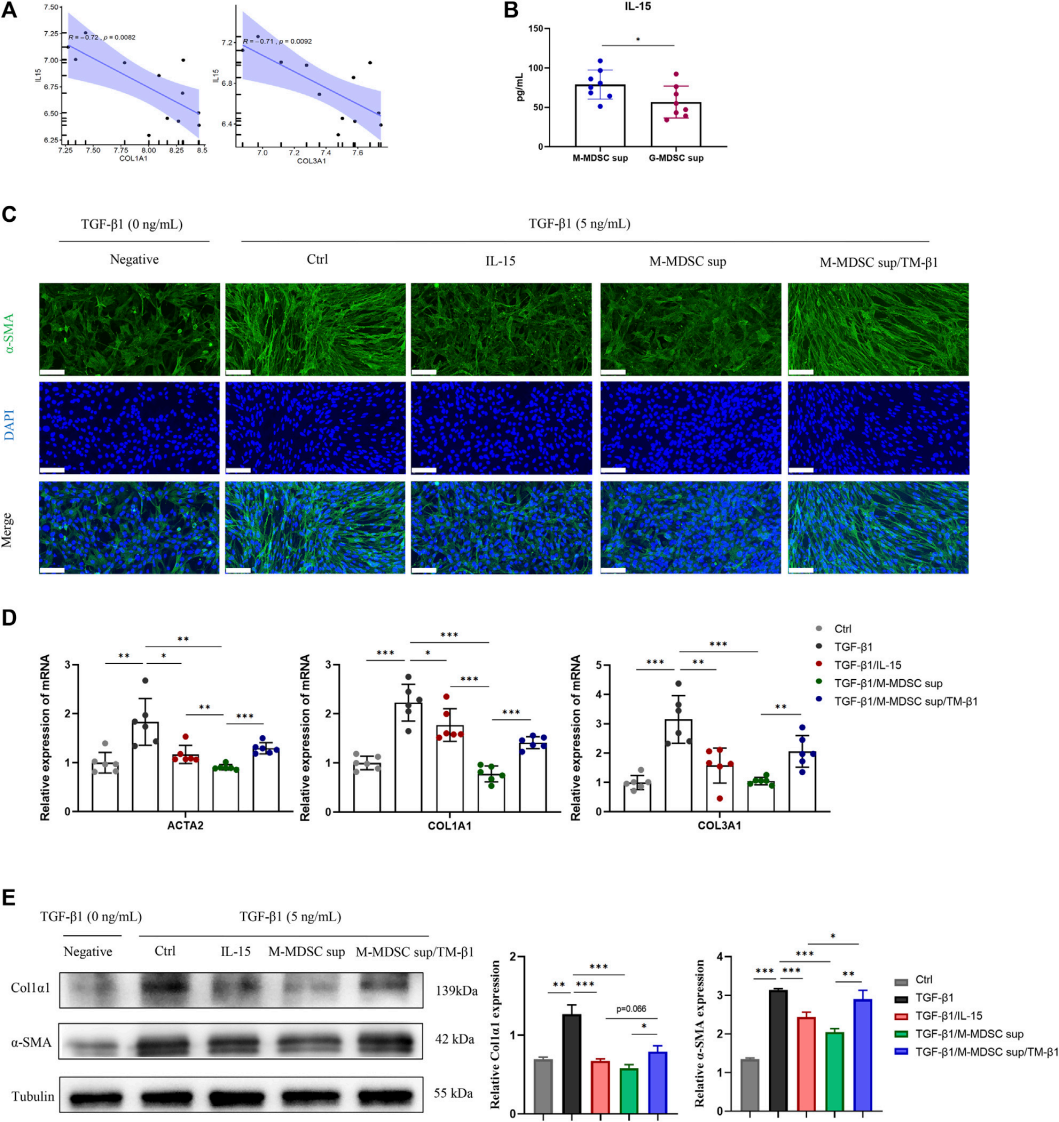
M-MDSC-derived IL-15 plays a critical role in the suppression of myofibroblastic differentiation. **(A)** The expression of COL1A1 and COL3A1 was inversely related to IL-15 expression in the published GSE83610 dataset. **(B)** The level of IL-15 in M-MDSC and G-MDSC supernatants was measured by ELISA. **(C)** MSCs were cultured with TGF-β1 (5 ng/mL) for 24 h with or without IL-15 (1 ng/mL), M-MDSC supernatant and TM-β1 (10 ng/mL). α-SMA in MSCs was measured by immunofluorescence staining. Scale bar: 100 μm. **(D)** mRNA expression of ACTA2, COL1A1 and COL3A1 in MSCs was normalized to GAPDH expression. Values were expressed as mean ± standard deviation (mean ± SD). **(E)** Representative western blot and average data for α-SMA and col1α1 in mesenchymal stem cells of each experimental group, normalized to expression of tubulin. Values were expressed as mean ± standard deviation (mean ± SD). *p < 0.05; **p < 0.01; ***p < 0.001.

### The Effects of M-MDSC-Derived IL-15 on Myofibroblastic Differentiation of MSCs are Mediated by Ras-Erk1/2-Smad2/3 Signaling

To investigate the mechanism mediating the effects of M-MDSCs on TGF-β1-induced myofibroblastic differentiation in MSCs, Gene Ontology (GO) functional annotation and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis based on mRNA sequencing data were performed (Figure 4A). 

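Between TGF-β1/M-MDSC supernatant and TGF-β1 alone, 262 genes were called differentially expressed, 233 higher and 29 lower with M-MDSC supernatant. An adjusted p-value under 0.05 was reached by 574 genes and an unadjusted one by 2010, and the groups did not overlap for 24.0% of genes, against 10% by chance. Without a filter on FPKM, 1186 genes were called, the largest change among the alternatives. Of the genes called higher, 54, or 23.2%, had at most 8 counts in every library without supernatant, as had 58 of the 12016 genes tested. With TGF-β1/G-MDSC supernatant against TGF-β1 alone, 261 genes were called, 228 higher and 33 lower, and 199 of the genes called higher and 7 of those called lower were shared between the supernatants. The 5 genes with the largest changes in each direction on the log2(FPKM + 1) scale among called genes whose groups do not overlap are given in turn. Usp18 (ENSMUSG00000030107, chromosome 6, 121245906 to 121270917) rose by a log2 fold change of 6.04 (standard error 0.22, adjusted p = 2.05e-08), and Ifi44 (ENSMUSG00000028037, chromosome 3, 151730922 to 151749960) by 5.93 (standard error 0.23, adjusted p = 3.76e-08). The processed pseudogene Rpl30-ps10 (ENSMUSG00000083411, chromosome X, 71803688 to 71804034) rose by 4.67. Gpx3 (ENSMUSG00000018339, chromosome 11, 54902453 to 54910377) rose by 10.14 from at most 10 counts per library with TGF-β1 alone. With a replicate left out, its log2 fold change was from 9.57 to 14.93, so the size of this rise is not settled. Kap (ENSMUSG00000032758, chromosome 6, 133849851 to 133853762), a transcript of the kidney whose source was not settled, had 0 counts in the TGF-β1 libraries and was at least 638-fold higher. Its counts were 773, 537 and 4246 in M-MDSC supernatant replicates 1, 2 and 3. The size of this limit therefore rests largely on replicate 3. Among the genes called lower, the noncoding RNA gene Gm27505 (ENSMUSG00000098974, chromosome 19, 5844638 to 5844747) had 2 counts in each M-MDSC supernatant library and from 2 to 142 with TGF-β1 alone (adjusted p = 0.142), and TGF-β1 replicate 3 had no more counts than the former. The snoRNA gene Gm23946 (ENSMUSG00000077611, chromosome 14, 32191854 to 32192050) was at least 10.0-fold lower. Gm21982 (ENSMUSG00000094365, chromosome 7, 30641001 to 30664937) changed by -5.55 (standard error 1.81, adjusted p = 0.140). The pseudogene Gm8355 (ENSMUSG00000093798, chromosome 10, 14745362 to 14747302) changed by -1.98 and Ccdc85b (ENSMUSG00000095098, chromosome 19, 5453180 to 5457894) by -1.68, with adjusted p-values of 0.228 and 0.208.

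**Figure D3:**
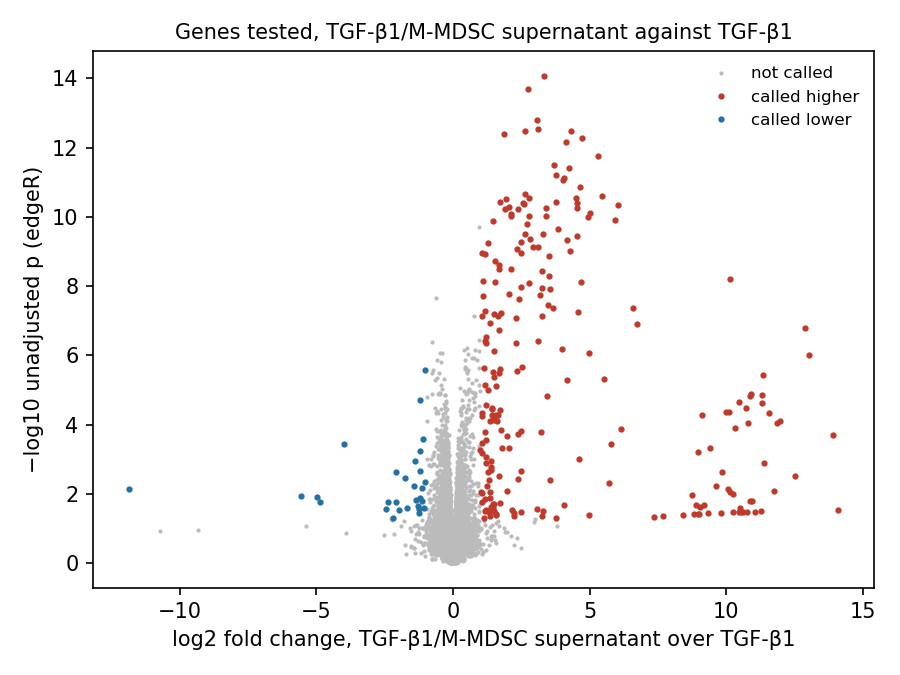
Log2 fold change of TGF-β1/M-MDSC supernatant over TGF-β1 alone on the horizontal axis and −log10 of the unadjusted edgeR p-value on the vertical axis, for the 12016 genes tested. Each point is a gene, and the 233 genes called higher and 29 called lower are coloured.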

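Of the genes called between TGF-β1/M-MDSC supernatant and TGF-β1 alone, 224 carried a GO annotation in the authors' table, against a background of 10226 annotated genes tested. A one-sided Fisher's exact test was made for each of 2751 terms with 10 to 2000 background genes, and p-values were adjusted by the Benjamini-Hochberg method. The called genes included 3 of 150 genes of angiogenesis, 1 of 160 of positive regulation of cell migration and 2 of 290 of positive regulation of cell proliferation. They included 7 of 265 of positive regulation of gene expression, 4 of 206 of cell adhesion and 0 of 64 of wound healing. Relative to the background, these shares were 0.913, 0.285, 0.315, 1.21, 0.886 and 0 times as large, in that order. The number of the 6 terms with an adjusted p-value under 0.05 was 0, and at an unadjusted p-value under 0.05 it was also 0. Among genes chosen by an adjusted p-value under 0.05 without a limit on fold change, 4 of the 6 terms passed, the largest change among the alternatives. Over all terms, 85 passed, led by immune system process (52 of 226 genes, adjusted p = 7.51e-36) and defense response to virus (39 of 116 genes, adjusted p = 2.42e-33). Cellular response to interferon-beta held 20 of its 31 genes.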

TGF-β1/M-MDSC supernatant treatment of MSCs was associated with angiogenesis, the regulation of cell migration, cell proliferation, gene expression, cell adhesion and wound healing based on GO analysis. 

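The same one-sided test was applied to 320 KEGG pathways, with 122 called genes in a background of 4283 genes tested that carry a KEGG annotation. The called genes included 0 of 131 genes of the Ras signaling pathway, 0 of 81 of the signaling pathways regulating pluripotency of stem cells and 1 of 193 of the MAPK signaling pathway. They included 3 of 77 of the Jak-STAT signaling pathway, 1.37 times the background share (unadjusted p = 0.377, Fisher's exact test), and 1 of 64 of the TGF-beta signaling pathway. Of these 5 pathways, 0 had an adjusted p-value under 0.05 and 0 an unadjusted one. Over all pathways, 27 passed the adjusted threshold, led by complement and coagulation cascades with 13 of 33 genes (adjusted p = 4.84e-10), of which 8 had at most 8 counts in every library without supernatant. Restricted to genes expressed without supernatant, a setting chosen after the data were seen, this pathway held 3 called genes (adjusted p = 0.0677). Epstein-Barr virus infection followed with 22 of 149 genes (adjusted p = 1.37e-08), of which 0 were as low.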

According to KEGG pathway analysis, MSCs treated with TGF-β1/M-MDSC supernatant were associated with the Ras signaling pathway, pluripotency of stem cells, MAPK signaling pathway, JAK-STAT signaling pathway and TGF-β1 signaling pathway. Furthermore, gene set enrichment analysis (GSEA) revealed the hallmarks of M-MDSC treatment, including the response to interleukin 15, Ras protein signal transduction, Smad protein complex assembly and the Erk1/2 cascade (Figure 4B). 

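The sets were taken from the GO annotation in the authors' table and tested on log2(FPKM + 1) with the two-sided camera test of limma, which allows for correlation between genes. Response to interleukin-15 holds 2 annotated genes, fewer than the 3 that a set needed, so 3 of the 4 sets were tested. Both of its genes were expressed, and TGF-β1/M-MDSC supernatant changed Acsl4 by a log2 fold change of 0.42 (standard error 0.16, adjusted p = 0.203) and Stat5b by -0.16 (standard error 0.071, adjusted p = 0.290) relative to TGF-β1 alone. Ras protein signal transduction (40 genes) was shifted downwards by M-MDSC supernatant (adjusted p = 0.329 over the sets tested), and SMAD protein complex assembly (7 genes) was shifted downwards (adjusted p = 0.379). The ERK1 and ERK2 cascade (18 genes) was shifted upwards (adjusted p = 0.343). The count of sets with an adjusted p-value under 0.05 was 0, and with an unadjusted one it was 0. Without a filter on FPKM the counts were 0 and 1, the largest change among the alternatives. Ranked by limma's moderated statistic, the enrichment scores were -0.31 for Ras protein signal transduction, -0.39 for SMAD protein complex assembly and 0.47 for the ERK1 and ERK2 cascade. The members named next are among the 5 with the largest changes in log2(FPKM + 1) in each set. In the Ras set, 4 of these 5 were lower and 1 was higher. Plk2 changed by -0.22 (standard error 0.051, adjusted p = 0.0301), and its adjusted p-value was under 0.05 in 10 of 19 alternatives and at most 0.152. In the SMAD set, Smad2 changed by -0.48 (standard error 0.26, adjusted p = 0.408) and Tgfb1 by -0.18, and Fkbp1a, Smad4 and Eid2 had log2 fold changes of -0.11, 0.022 and 0.022, whose sign depended on single replicates. In the ERK set, Map2k1 changed by 0.44 (standard error 0.047, adjusted p = 0.000216), Zfp36l1 by 0.49 (standard error 0.053, adjusted p = 0.000232) and Zfp36l2 by -0.39 (standard error 0.037, adjusted p = 9.69e-05). Trf, in the same set, had 0 counts in the TGF-β1 libraries and 0.0340, 0.0137 and 4.27 FPKM in M-MDSC supernatant replicates 1, 2 and 3, so its rise lies almost wholly in replicate 3, which resembles the G-MDSC supernatant libraries in this gene, with 4.22 to 5.11 FPKM. For genes of measured proteins, the log2 fold change with M-MDSC supernatant was -0.034 for Hras, -0.016 for Nras, -0.16 for Mapk3 and -0.058 for Smad3, of which 0 had an adjusted p-value under 0.05 and Mapk3 alone an unadjusted one (adjusted p = 0.133).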

We thus assessed whether the Ras-Erk1/2-Smad2/3 pathway was involved in M-MDSC supernatant-mediated inhibition of myofibroblastic differentiation in MSCs. Western blotting revealed that M-MDSC supernatant and IL-15 induced a marked increase in Ras and p-Erk1/2 expression and a decrease in p-Smad2/3 in MSCs treated with TGF-β1. This effect was blocked when the cells were incubated with TM-β1. Moreover, an Erk1/2 inhibitor abolished the downregulation of p-Smad2/3 induced by IL-15 or M-MDSC supernatant (Figure 4C). These results suggest that M-MDSC supernatant exerts inhibitory effects through IL-15/Ras/Erk/Smad signaling.

**FIGURE 4:**
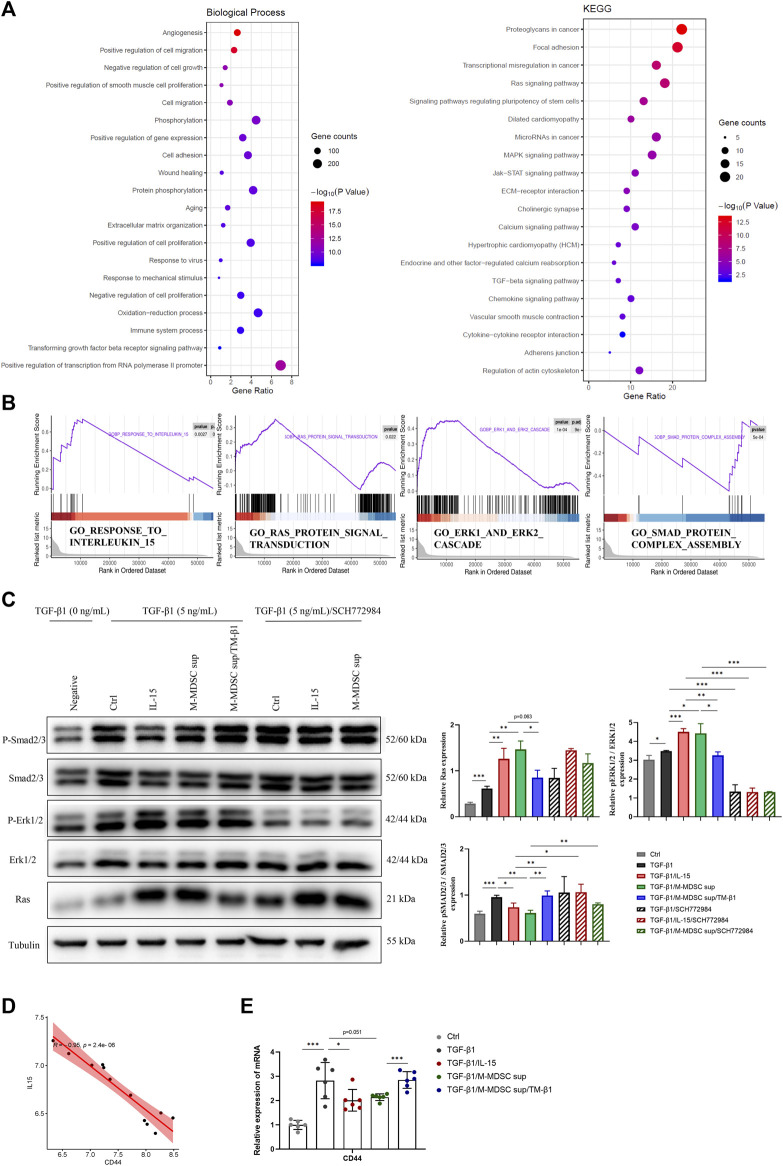
The effects of M-MDSC supernatant on the myofibroblastic differentiation of MSCs are mediated by IL-15-Ras-Erk1/2-Smad2/3 signaling. **(A)** Based on differentially expressed genes (DEGs) between MSCs treated with TGF-β1 and MSCs treated with TGF-β1/M-MDSC supernatant, the enrichment items were analyzed by Gene Ontology (GO) functional annotation and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis. **(B)** Gene set enrichment analysis (GSEA) analysis was performed to screen significantly enriched pathways. **(C)** MSCs were cultured with TGF-β1 (5 ng/mL) for 24 h with or without IL-15 (1 ng/mL), M-MDSC supernatant, TM-β1 (10 ng/mL) and SCH772984 (10 μM). The protein expression levels of Ras, p-Erk1/2, Erk1/2, p-Smad2/3 and Smad2/3 were detected by western blotting. Values were expressed as mean ± standard deviation (mean ± SD). **(D)** The expression of CD44 was inversely related to IL-15 expression in the published GSE83610 dataset. **(E)** MSCs were cultured with TGF-β1 (5 ng/mL) for 24 h with or without IL-15 (1 ng/mL), M-MDSC supernatant and TM-β1 (10 ng/mL). The mRNA expression of CD44 in MSCs was normalized to GAPDH expression. Values were expressed as mean ± standard deviation (mean ± SD). *p < 0.05; **p < 0.01; ***p < 0.001.

According to the results of the GO analysis, we further studied the expression of CD44, an adhesion and migration marker on the cell membrane of MSCs. By analyzing the published GSE83610 dataset, CD44 was shown to be inversely related to IL-15 expression in the rat renal medulla of lithium-induced renal fibrosis (Figure 4D). M-MDSC supernatant downregulated CD44 expression in MSCs via IL-15, as determined by qPCR (Figure 4E).

### Treatment With M-MDSC Supernatant Ameliorates Renal Fibrosis and Myofibroblastic Differentiation of RRMSCs

As shown in Figure 5A, to further verify the effect of M-MDSC supernatant treatment on myofibroblast differentiation in tissue resident MSCs in the context of renal fibrosis, mice were administered M-MDSC supernatant following renal unilateral ischemia-reperfusion injury (IRI), with or without IL-15 blockade by IL-15 mAbs (10 μg/mL). Twenty-eight days after unilateral renal IRI, we found that transfusion of M-MDSC supernatant significantly reduced damage to renal tubules and the infiltration of CD3^+^ T cells, which was reversed by IL-15 mAb treatment, as assessed by H&E staining and immunohistochemistry. Sirius red and Masson staining showed that M-MDSC supernatant downregulated IRI-induced renal fibrosis, which could be reversed by IL-15 mAb treatment (Figure 5B). Renal mRNA (Figure 5C) levels of fibrotic markers (ACTA2, COL1A1 and COL3A1) and adhesion molecules (ICAM1 and VCAM1) were decreased following M-MDSC supernatant treatment but rebounded after IL-15 mAb treatment. Dual immunofluorescence analyses showed the localization of some RRMSCs coexpressing the stem cell marker Sca-1 and the myofibroblast marker α-SMA, which was consistent with the concept that the myofibroblastic differentiation of RRMSCs increased during renal fibrosis. Moreover, the colocalization of Sca-1 and α-SMA was reduced after M-MDSC supernatant transfer. This effect was counteracted by IL-15 mAb treatment (Figure 5D). These findings suggest that M-MDSC supernatant treatment following IRI attenuates renal fibrosis and myofibroblast differentiation in RRMSCs, probably through IL-15.

**FIGURE 5:**
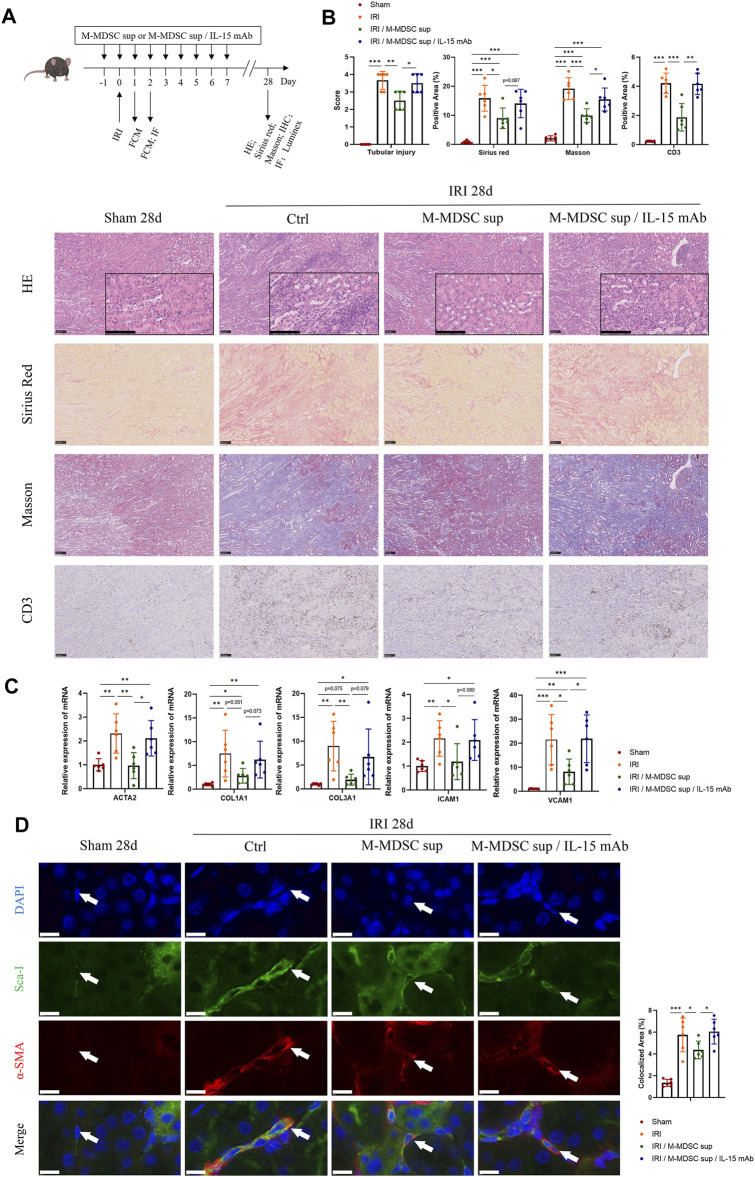
Treatment with M-MDSC supernatant ameliorates renal fibrosis and myofibroblastic differentiation in RRMSCs. **(A)** M-MDSC supernatant or M-MDSC supernatant/IL-15 mAb was administered to C57BL/6 mice 1 day prior to the IRI operation and for seven consecutive days after the IRI operation. The bone marrow and spleen were harvested on Days 1 and 2, and kidneys were harvested on Days 1, 2 and 28 after the operation. **(B)** On Day 28 after the operation, tubular injury was measured by H&E, while renal fibrosis was measured by Sirius Red and Masson trichrome staining. The expression of CD3 was measured by immunohistochemistry. Scale bar: 100 μm. **(C)** On Day 28 after the operation, the mRNA expression of ACTA2, COL1A1, COL3A1, ICAM1 and VCAM1 in renal tissues was normalized to GAPDH expression. Values were expressed as mean ± standard deviation (mean ± SD). **(D)** Immunofluorescence costaining of Sca-1/α-SMA in the kidney on Day 28 after the operation. Average data for area of co-stained Sca-1^+^α-SMA^+^ renal resident MSCs were quantified. Values were expressed as mean ± standard deviation (mean ± SD). Scale bar: 10 μm. IHC: Immunohistochemistry; FCM: Flow cytometry; IF: Immunofluorescence staining. *p < 0.05; **p < 0.01; ***p < 0.001.

### M-MDSC Supernatant Attenuated Systemic Inflammation Associated With Renal Fibrosis by Promoting M-MDSCs in the BM, Spleen and Kidney via IL-15

Renal fibrosis is accompanied by systemic inflammation. Thus, we evaluated whether M-MDSC supernatant affected systemic inflammation in renal fibrosis. Luminex assay was used to examine cytokines in the serum of the murine renal IRI-induced fibrosis model. We found that M-MDSC supernatant attenuated the systemic inflammation associated with renal fibrosis via IL-15 (Figure 6A). IL-15 could regulate the proliferation of T cells and NK cells. However, whether IL-15 participates in regulating different MDSCs during renal fibrosis needs further study. Thus, we performed flow cytometry to explore the effect of MDSC supernatant or MDSC supernatant plus IL-15 mAbs on M-MDSC proliferation in the bone marrow, spleen and kidney at 24 and 48 h after renal IRI. M-MDSC supernatant increased the infiltration of M-MDSCs in the bone marrow (Figure 6B), spleen (Figure 6C) and kidney (Figure 6D) at 24 h after IRI, which was abolished by IL-15 mAb treatment. Moreover, we observed that IL-15 treatment increased the number of M-MDSCs among bone marrow cells *ex vivo* (Figure 6E). These data demonstrated that M-MDSC supernatant treatment increased the infiltration of M-MDSCs after IRI, possibly through IL-15.

**FIGURE 6:**
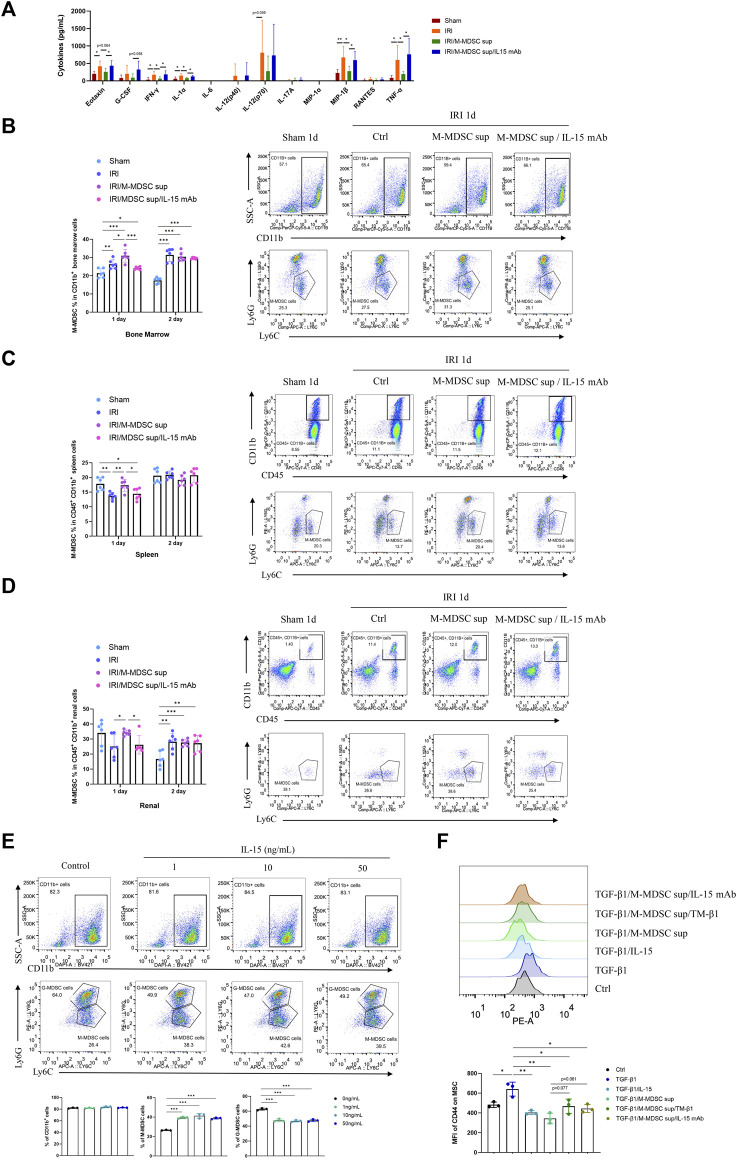
M-MDSC supernatant attenuated systemic inflammation in renal fibrosis by promoting M-MDSCs in the BM, spleen and kidney via IL-15. **(A)** Inflammatory cytokines in the serum of the murine renal IRI-induced fibrosis model were determined by Luminex analysis on Day 28 after the operation. **(B)** Detection of the proportion of CD11b^+^Ly6G^−^Ly6C^high^ M-MDSCs in the bone marrow by flow cytometry on Days 1 and 2 after the operation. **(C)** Detection of the proportion of CD11b^+^Ly6G^−^Ly6C^high^ M-MDSCs in the spleen by flow cytometry on Days 1 and 2 after the operation. **(D)** Detection of the proportion of CD11b^+^Ly6G^−^Ly6C^high^ M-MDSCs in the kidney by flow cytometry on Days 1 and 2 after the operation. **(E)** Detection of CD11b^+^ myeloid cells, CD11b^+^Ly6G^−^Ly6C^high^ M-MDSCs, and CD11b^+^Ly6G^+^Ly6C^low^ G-MDSCs in the bone marrow by flow cytometry after induction with IL-15 for 4 days. **(F)** Detection of the median fluorescence intensity (MFI) of CD44 adhesion molecule expression on the surface of MSCs after induction with TGF-β1 (5 ng/mL) for 24 h, with or without IL-15 (1 ng/mL), M-MDSC supernatant, IL-15 mAb (10 μg/mL) and TM-β1 (10 ng/mL) for 2 days. *p < 0.05; **p < 0.01; ***p < 0.001.

Moreover, TGF-β1 treatment upregulated CD44 on the cell membrane of MSCs, and this effect was suppressed by IL-15 or M-MDSC supernatant treatment. These inhibitory effects could be reversed by IL-15 mAb and TM-β1 (Figure 6F), suggesting that M-MDSC supernatant may reduce the adhesion and migration of MSCs via IL-15.

### The Effects of M-MDSCs on the Myofibroblastic Differentiation of Renal Resident MSCs are Mediated by IL-15-Ras-Erk1/2-Smad2/3 Signaling

We examined whether the IL-15-Ras-Erk1/2-Smad2/3 pathway was involved in M-MDSC supernatant-mediated inhibition of the myofibroblastic differentiation of RRMSCs. At 2 days after surgery, dual immunofluorescence analysis demonstrated that M-MDSC supernatant and IL-15 induced marked upregulation of Ras and p-Erk1/2 expression and downregulation of p-Smad3 in RRMSCs expressing Sca-1. These effects were blocked by IL-15 mAbs (Figure 7A).

**FIGURE 7:**
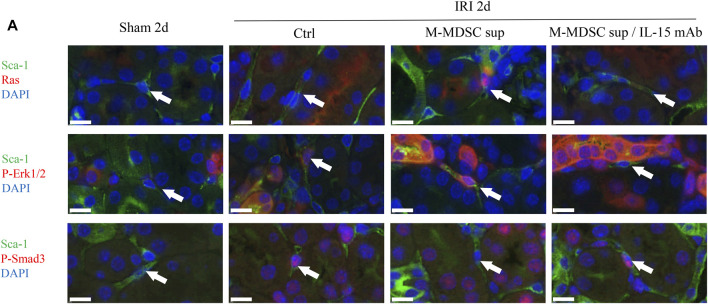
The effects of M-MDSCs on the myofibroblastic differentiation of renal resident MSCs are mediated by IL-15-Ras-Erk1/2-Smad2/3 signaling. **(A)** Immunofluorescence costaining of Sca-1/Ras, Sca-1/p-Erk1/2 and Sca-1/p-Smad3 in the kidney on Day 2 after the operation. Scale bar: 10 μm *p < 0.05; **p < 0.01; ***p < 0.001.

## Discussion

Myofibroblast differentiation is a central event in tissue fibrosis, including renal fibrosis. Recent research has revealed that myofibroblasts are derived from circulating BM-MSCs and resident MSC-like cells. Therefore, it is crucial to explore a way to inhibit the myofibroblastic differentiation of MSCs during fibrosis. MDSCs, including M-MDSCs and G-MDSCs, have been shown to play an important role in fibrosis. However, the effects of MDSCs vary under different pathophysiological conditions. In this study, we demonstrated that M-MDSCs inhibited the myofibroblastic differentiation of MSCs through IL-15 secretion. Additionally, M-MDSC supernatant further promoted the proliferation of M-MDSC supernatant via IL-15 (Figure 8).

**FIGURE 8:**
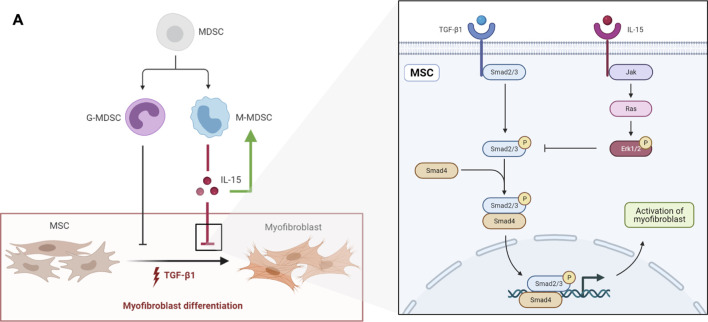
**(A)** schematic diagram depicting the effects of MDSCs on the myofibroblastic differentiation of MSCs. G-MDSCs and M-MDSCs both have inhibitory effects on the myofibroblastic differentiation of MSCs. M-MDSCs exert inhibitory effects through IL-15/Ras/Erk/Smad signaling. Additionally, M-MDSC supernatant promoted the proliferation of M-MDSCs sup via IL-15.

First, we showed that both G-MDSC and M-MDSC supernatants could inhibit TGF-β1-induced myofibroblastic differentiation in MSCs to different extents. It seemed that M-MDSC supernatant had a stronger inhibitory effect on the expression of TGF-β1-induced myofibroblastic markers than G-MDSC supernatant. We therefore focused on M-MDSCs. As MDSCs play a role in immunosuppression by producing various cytokines and exosomes, we aimed to determine which cytokine might be involved in inhibiting myofibroblastic differentiation in MSCs.

Previous research showed that IL-15 expression was decreased in transplants with renal dysfunction and human inflammatory nephropathies, including focal segmental glomerulosclerosis, diabetic nephropathy, IgA nephropathy, hypertensive nephropathy, minimal change disease, membranous glomerulonephritis and thin basement membrane disease (Devocelle et al., 2019). Based on these findings, we examined IL-15 expression in the supernatants of M-MDSCs and G-MDSCs. As expected, IL-15 levels in M-MDSC supernatant were higher than those in G-MDSC supernatant. We next investigated whether IL-15 accounted for the anti-myofibroblastic effect of M-MDSC supernatant. The results showed that the TGF-β1-induced myofibroblastic differentiation potential of MSCs was partially inhibited by IL-15 treatment. The suppressive effect of M-MDSC supernatant on TGF-β1-induced myofibroblastic differentiation in MSCs was relatively abolished by TM-β1, an antibody against IL-15 receptor β. However, there must be other cytokines in M-MDSC supernatant that impair myofibroblastic differentiation. In addition, some studies suggest that the membrane-bound form but not the soluble form of IL-15 is the dominant physiological isoform of the cytokine (Fiore et al., 2020). These findings may explain why the inhibitory effect of exogenous IL-15 is less than that of M-MDSC supernatant. The cytokines in M-MDSC supernatant need to be further studied.

Recent data in other cell models have shown that IL-15 does not inhibit the initial steps of the TGF-β1-Smad2/3 signaling pathway (Devocelle et al., 2019). Based on our KEGG pathway and GSEA results, we assessed whether the Ras-Erk1/2-Smad2/3 pathway was involved in M-MDSC supernatant- or IL-15-mediated inhibition of myofibroblastic differentiation in MSCs. Indeed, M-MDSC supernatant and IL-15 increased Ras and p-Erk1/2 expression and decreased p-Smad2/3 in MSCs treated with TGF-β1, and this effect was reversed by TM-β1. Erk1/2 inhibitors abolished the downregulation of p-Smad2/3 induced by IL-15 or M-MDSC supernatant. These results suggested that M-MDSC supernatant and IL-15 inhibited Smad2/3 signaling by upregulating Ras-Erk1/2. Further verification with other specific signaling pathway inhibitors is needed in the future.

Lung-resident mesenchymal stem cells (LR-MSCs) have been reported to be vital regulators of fibrosis, and Cao et al. (2020) found that inhibiting the Shh-Wnt signaling cascade prevented LR-MSC transformation into myofibroblasts in a mouse pulmonary fibrotic model by immunofluorescence costaining of α-SMA and Sca-1. Similarly, accumulating evidence indicates that renal tissue contains a population of renal resident MSCs (RRMSCs) that are precursors of myofibroblasts, which play an important role in renal fibrosis. In addition, RRMSC populations have been proven to support strong congruence with bone marrow MSCs. Thus, to verify the effect of M-MDSC supernatant treatment *in vivo*, we administered M-MDSC supernatant following renal unilateral IRI to observe myofibroblast differentiation in renal resident MSCs (RRMSCs) at 28 days after IRI by costaining for a marker of myofibroblasts (α-SMA) and a marker of RRMSCs. Jiang et al. (2015) isolated renal Nestin^+^ cells that fulfilled all of the criteria of mesenchymal stem cells. Kramann et al. (2015) showed that Gli1 marks a network of perivascular MSC-like cells that generate myofibroblasts and play a central role in kidney fibrosis. Pelekanos et al. (2012) sorted CD45^−^CD31^−^Sca-1^+^CD24^lo^ kidney cells from C57BL/6 mice, which were verified to display an MSC-like phenotype. We isolated CD45^−^CD11b^−^CD31^−^Sca-1^+^ renal cells and examined their adipogenic and osteogenic differentiation abilities (Supplementary Figure S2). Therefore, we chose Sca-1 as the marker of RRMSCs in this study. The results showed that M-MDSC supernatant ameliorated renal fibrosis. Importantly, we found that M-MDSC supernatant hindered myofibroblastic differentiation in RRMSCs after IRI by costaining α-SMA and Sca-1. These effects of M-MDSC supernatant could be abolished by IL-15 mAbs. Corresponding changes in the Ras-Erk1/2-Smad2/3 pathway in RRMSCs were observed by immunofluorescence costaining and were consistent with the *in vitro* results.

Previous studies have reported that IL-15 is associated with the induction of various immune cells. Guo et al. (2020) found that IL-15/IL-15Ra complex treatment diminished MDSCs in murine breast tumors. We next investigated whether IL-15 participated in regulating MDSCs during renal fibrosis. Interestingly, our data demonstrated that M-MDSC supernatant treatment increased bone marrow, spleen and renal infiltration of M-MDSCs at 24 h after IRI, and this effect could be reversed by IL-15 mAbs. In addition, IL-15 treatment upregulated M-MDSCs *in vitro*. The underlying mechanisms still need to be further investigated.

CD44 is one of the most abundant receptors on MSCs and plays a major role in cell adhesion and migration (Ouhtit et al., 2020). Sierra-Parraga et al. (2020) showed that MSCs upregulated their migration and adhesion to injured endothelial cells, which was mediated by CD44 on the MSC membrane. In our study, M-MDSC supernatant and IL-15 regulated CD44 expression on the cell membrane of TGF-β1-induced MSCs, which suggested that M-MDSC supernatant and IL-15 may be involved in reducing the adhesion and migration of MSCs during renal fibrosis.

In summary, this study explored the interaction between MDSCs and MSCs and found that MDSC-derived supernatants could attenuate myofibroblastic differentiation in MSCs. The inhibitory effect was found to be partially mediated by IL-15-Ras-Erk1/2-Smad2/3 signaling. Treatment with M-MDSC supernatant ameliorated renal fibrosis and myofibroblastic differentiation in RRMSCs via IL-15, which may have implications in ameliorating renal fibrosis.

## Data Availability

Transcriptome sequence data have been deposited in NCBI GEO (GEO accession number GSE193592).

## References

[B1] BasalovaN.SagaradzeG.ArbatskiyM.EvtushenkoE.KulebyakinK.GrigorievaO. (2020). Secretome of Mesenchymal Stromal Cells Prevents Myofibroblasts Differentiation by Transferring Fibrosis-Associated microRNAs within Extracellular Vesicles. Cells 9, 1272. 10.3390/cells9051272 PMC729037132443855

[B2] BeechR. D.QuJ.LeffertJ. J.LinA.HongK. A.HansenJ. (2012). Altered Expression of Cytokine Signaling Pathway Genes in Peripheral Blood Cells of Alcohol Dependent Subjects: Preliminary Findings. Alcohol. Clin. Exp. Res. 36, 1487–1496. 10.1111/j.1530-0277.2012.01775.x 22471388PMC3393821

[B3] CaoH.ChenX.HouJ.WangC.XiangZ.ShenY. (2020). The Shh/Gli Signaling cascade Regulates Myofibroblastic Activation of Lung-Resident Mesenchymal Stem Cells via the Modulation of Wnt10a Expression during Pulmonary Fibrogenesis. Lab. Invest. 100, 363–377. 10.1038/s41374-019-0316-8 31541181

[B4] DevocelleA.LecruL.FrançoisH.DesterkeC.GallerneC.EidP. (2019). Inhibition of TGF-Β1 Signaling by IL-15: A Novel Role for IL-15 in the Control of Renal Epithelial-Mesenchymal Transition: IL-15 Counteracts TGF-Β1-Induced EMT in Renal Fibrosis. Int. J. Cel Biol. 2019, 1–15. 10.1155/2019/9151394 PMC664276931360169

[B5] EstessP.NandiA.MohamadzadehM.SiegelmanM. H. (1999). Interleukin 15 Induces Endothelial Hyaluronan Expression *In Vitro* and Promotes Activated T Cell Extravasation through a CD44-dependent Pathway *In Vivo* . J. Exp. Med. 190, 9–20. 10.1084/jem.190.1.9 10429666PMC2195564

[B6] FioreP. F.Di MatteoS.TuminoN.MariottiF. R.PietraG.OttonelloS. (2020). Interleukin-15 and Cancer: Some Solved and many Unsolved Questions. J. Immunother. Cancer 8, e001428. 10.1136/jitc-2020-001428 33203664PMC7674108

[B7] FuC.LuY.WilliamsM. A.BrantlyM. L.VentetuoloC. E.MorelL. M. (2021). Emergency Myelopoiesis Contributes to Immune Cell Exhaustion and Pulmonary Vascular Remodelling. Br. J. Pharmacol. 178, 187–202. 10.1111/bph.14945 31793661PMC8240454

[B8] GuoS.SmeltzR. B.NanajianA.HellerR. (2020). IL-15/IL-15Rα Heterodimeric Complex as Cancer Immunotherapy in Murine Breast Cancer Models. Front. Immunol. 11, 614667. 10.3389/fimmu.2020.614667 33628206PMC7897681

[B9] HöchstB.MikulecJ.BaccegaT.MetzgerC.WelzM.PeusquensJ. (2015). Differential Induction of Ly6G and Ly6C Positive Myeloid Derived Suppressor Cells in Chronic Kidney and Liver Inflammation and Fibrosis. PLoS One 10, e0119662. 10.1371/journal.pone.0119662 25738302PMC4349817

[B10] HydesT.NollA.Salinas‐RiesterG.AbuhilalM.ArmstrongT.HamadyZ. (2018). IL‐12 and IL‐15 Induce the Expression of CXCR6 and CD49a on Peripheral Natural Killer Cells. Immun. Inflamm. Dis. 6, 34–46. 10.1002/iid3.190 28952190PMC5818449

[B11] JiangM. H.LiG.LiuJ.LiuL.WuB.HuangW. (2015). Nestin+ Kidney Resident Mesenchymal Stem Cells for the Treatment of Acute Kidney Ischemia Injury. Biomaterials 50, 56–66. 10.1016/j.biomaterials.2015.01.029 25736496

[B12] JiaoJ.OokaK.FeyH.FielM. I.RahmmanA. H.KojimaK. (2016). Interleukin-15 Receptor α on Hepatic Stellate Cells Regulates Hepatic Fibrogenesis in Mice. J. Hepatol. 65, 344–353. 10.1016/j.jhep.2016.04.020 27154062PMC5048472

[B13] KeX.DoD. C.LiC.ZhaoY.KollarikM.FuQ. (2019). Ras Homolog Family Member A/Rho-associated Protein Kinase 1 Signaling Modulates Lineage Commitment of Mesenchymal Stem Cells in Asthmatic Patients through Lymphoid Enhancer-Binding Factor 1. J. Allergy Clin. Immunol. 143, 1560–1574. e1566. 10.1016/j.jaci.2018.08.023 30194990PMC6401351

[B14] KramannR.SchneiderR. K.DiroccoD. P.MachadoF.FleigS.BondzieP. A. (2015). Perivascular Gli1+ Progenitors Are Key Contributors to Injury-Induced Organ Fibrosis. Cell Stem Cell 16, 51–66. 10.1016/j.stem.2014.11.004 25465115PMC4289444

[B15] KuppeC.IbrahimM. M.KranzJ.ZhangX.ZieglerS.Perales-PatónJ. (2021). Decoding Myofibroblast Origins in Human Kidney Fibrosis. Nature 589, 281–286. 10.1038/s41586-020-2941-1 33176333PMC7611626

[B16] LebleuV. S.TaduriG.O'connellJ.TengY.CookeV. G.WodaC. (2013). Origin and Function of Myofibroblasts in Kidney Fibrosis. Nat. Med. 19, 1047–1053. 10.1038/nm.3218 23817022PMC4067127

[B17] LebrunA.Lo ReS.ChantryM.Izquierdo CarerraX.UwambayinemaF.RicciD. (2017). CCR2+monocytic Myeloid-Derived Suppressor Cells (M-MDSCs) Inhibit Collagen Degradation and Promote Lung Fibrosis by Producing Transforming Growth Factor-Β1. J. Pathol. 243, 320–330. 10.1002/path.4956 28799208

[B18] LiJ.TuG.ZhangW.ZhangY.ZhangX.QiuY. (2021). CHBP Induces Stronger Immunosuppressive CD127+ M-MDSC via Erythropoietin Receptor. Cell Death Dis 12, 177. 10.1038/s41419-021-03448-7 33579907PMC7881243

[B19] LinS.-J.ChenJ.-Y.KuoM.-L.HsiaoH.-S.LeeP.-T.HuangJ.-L. (2016). Effect of Interleukin-15 on CD11b, CD54, and CD62L Expression on Natural Killer Cell and Natural Killer T-like Cells in Systemic Lupus Erythematosus. Mediators Inflamm. 2016, 1–8. 10.1155/2016/9675861 PMC510139227847409

[B20] MaH.LiY.-n.SongL.LiuR.LiX.ShangQ. (2020). Macrophages Inhibit Adipogenic Differentiation of Adipose Tissue Derived Mesenchymal Stem/stromal Cells by Producing Pro-inflammatory Cytokines. Cell Biosci 10, 88. 10.1186/s13578-020-00450-y 32699606PMC7372775

[B21] MaO. K.-F.ChanK. H. (2016). Immunomodulation by Mesenchymal Stem Cells: Interplay between Mesenchymal Stem Cells and Regulatory Lymphocytes. Wjsc 8, 268–278. 10.4252/wjsc.v8.i9.268 27679683PMC5031888

[B22] ManoharM.KandikattuH. K.VermaA. K.MishraA. (2018). IL-15 Regulates Fibrosis and Inflammation in a Mouse Model of Chronic Pancreatitis. Am. J. Physiology-Gastrointestinal Liver Physiol. 315, G954–G965. 10.1152/ajpgi.00139.2018 PMC633694330212254

[B23] OuhtitA.ThoutaR.ZayedH.GaurR. L.FernandoA.RahmanM. (2020). CD44 Mediates Stem Cell Mobilization to Damaged Lung via its Novel Transcriptional Targets, Cortactin and Survivin. Int. J. Med. Sci. 17, 103–111. 10.7150/ijms.33125 31929744PMC6945551

[B24] PatidarM.YadavN.DalaiS. K. (2016). Interleukin 15: A Key Cytokine for Immunotherapy. Cytokine Growth Factor. Rev. 31, 49–59. 10.1016/j.cytogfr.2016.06.001 27325459

[B25] PelekanosR. A.LiJ.GongoraM.ChandrakanthanV.ScownJ.SuhaimiN. (2012). Comprehensive Transcriptome and Immunophenotype Analysis of Renal and Cardiac MSC-like Populations Supports strong Congruence with Bone Marrow MSC Despite Maintenance of Distinct Identities. Stem Cel Res. 8, 58–73. 10.1016/j.scr.2011.08.003 22099021

[B26] QiJ.TangX.LiW.ChenW.YaoG.SunL. (2020). Mesenchymal Stem Cells Inhibited the Differentiation of MDSCs via COX2/PGE2 in Experimental Sialadenitis. Stem Cel Res Ther 11, 325. 10.1186/s13287-020-01837-x PMC739159232727564

[B27] RegmiS.PathakS.KimJ. O.YongC. S.JeongJ.-H. (2019). Mesenchymal Stem Cell Therapy for the Treatment of Inflammatory Diseases: Challenges, Opportunities, and Future Perspectives. Eur. J. Cel Biol. 98, 151041. 10.1016/j.ejcb.2019.04.002 31023504

[B28] SaldañaL.BensiamarF.VallésG.ManceboF. J.García-ReyE.VilaboaN. (2019). Immunoregulatory Potential of Mesenchymal Stem Cells Following Activation by Macrophage-Derived Soluble Factors. Stem Cel Res Ther 10, 58. 10.1186/s13287-019-1156-6 PMC637517230760316

[B29] Sierra-ParragaJ. M.MerinoA.EijkenM.LeuveninkH.PloegR.MøllerB. K. (2020). Reparative Effect of Mesenchymal Stromal Cells on Endothelial Cells after Hypoxic and Inflammatory Injury. Stem Cel Res Ther 11, 352. 10.1186/s13287-020-01869-3 PMC742499732787906

[B30] TangW.ZhangY.TangL.ZhangJ.XiongL.WangB. (2018). Inhibitory Effect of Tranilast on the Myofibroblast Differentiation of Rat Mesenchymal Stem Cells Induced by Transforming Growth Factor-β1 In V-itro. Mol. Med. Rep. 18, 5693–5700. 10.3892/mmr.2018.9588 30365138

[B31] VenkateshaiahS. U.NiranjanR.ManoharM.VermaA. K.KandikattuH. K.LaskyJ. A. (2019). Attenuation of Allergen-, IL-13-, and TGF-α-Induced Lung Fibrosis after the Treatment of rIL-15 in Mice. Am. J. Respir. Cel Mol Biol 61, 97–109. 10.1165/rcmb.2018-0254OC PMC660421730702923

[B32] VolarevicV.GazdicM.Simovic MarkovicB.JovicicN.DjonovV.ArsenijevicN. (2017). Mesenchymal Stem Cell-Derived Factors: Immuno-Modulatory Effects and Therapeutic Potential. Biofactors 43, 633–644. 10.1002/biof.1374 28718997

[B33] WangY.GuoX.JiaoG.LuoL.ZhouL.ZhangJ. (2019). Splenectomy Promotes Macrophage Polarization in a Mouse Model of Concanavalin A- (ConA-) Induced Liver Fibrosis. Biomed. Res. Int. 2019, 1–12. 10.1155/2019/5756189 PMC633971830723740

[B34] YanJ.-J.RyuJ.-H.PiaoH.HwangJ. H.HanD.LeeS.-K. (2020). Granulocyte Colony-Stimulating Factor Attenuates Renal Ischemia-Reperfusion Injury by Inducing Myeloid-Derived Suppressor Cells. Jasn 31, 731–746. 10.1681/ASN.2019060601 32132198PMC7191933

[B35] YangY.LundqvistA. (2020). Immunomodulatory Effects of IL-2 and IL-15; Implications for Cancer Immunotherapy. Cancers 12, 3586. 10.3390/cancers12123586 PMC776123833266177

# Supplementary material for: Monocytic Myeloid-Derived Suppressor Cells Inhibit Myofibroblastic Differentiation in Mesenchymal Stem Cells Through IL-15 Secretion
**Source:** Front Cell Dev Biol. 2022 Feb 17;10:817402. doi: 10.3389/fcell.2022.817402
**Supplement:** Supplementary file 1

**Table S1. List of primers sequences.**

| Target | Primer sequence (5'→3') |
| --- | --- |
| COL1A1 F | GAAACCCGAGGTATGCTTGA |
| COL1A1 R | GGGTCCCTCGACTCCTACAT |
| COL3A1 F | ACCAAAAGGTGATGCTGGAC |
| COL3A1 R | GACCTCGTGCTCCAGTTAGC |
| ACTA2 F | TCTGGACGTACAACTGGTATTG |
| ACTA2 R | GGCAGTAGTCACGAAGGAATAG |
| GAPDH F | AGGTCGGTGTGAACGGATTTG |
| GAPDH R | TGTAGACCATGTAGTTGAGGTCA |
| CD44 F | CACCATTGCCTCAACTGTGC |
| CD44 R | TTGTGGGCTCCTGAGTCTGA |
| ICAM1 F | GTGATGCTCAGGTATCCATCCA |
| ICAM1 R | CACAGTTCTCAAAGCACAGCG |
| VCAM1 F | TTGGGAGCCTCAACGGTACT |
| VCAM1 R | GCAATCGTTTTGTATTCAGGGGA |

How the deposited data were processed for this re-analysis (not part of the article)

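Mouse MSCs were left untreated or treated with TGF-β1 at 5 ng/mL, with TGF-β1 in M-MDSC supernatant, or with TGF-β1 in G-MDSC supernatant, and 3 mRNA libraries were sequenced per group. The authors checked the reads with fastp, aligned them to GRCm38 with HISAT2, assembled transcripts with StringTie and merged them with gffcompare. For each of 55401 annotated genes, the deposited table holds raw counts per library, and the paper's text does not name the tool that made the counts. It also holds the FPKM that the authors calculated, in which a count of 0 is written as 0.0001. All 12 libraries were used. The conditions were taken from the library names and the methods of the paper.

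The libraries held from 73977669 to 84565450 counts, and from 19198 to 20448 genes had more than 3 counts. For well expressed genes, counts divided by 4 differed between libraries of the same group by 15.0 to 20.7 times the variance of counting error. The spread between libraries, and not their depth, thus sets the precision for these genes. The counts pile up at multiples of 4 where they are low, and an alternative with counts divided by 4 was therefore added. Residuals of libraries with the same replicate number in different groups had a mean correlation of -0.0038 over 18 pairs, against 0.0020 over 36 pairs with different numbers, and the replicate number was not used in the model. What the replicate number stands for is not stated in the paper's text.

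Genes with FPKM of at least 1 in at least 3 of the 12 libraries were tested, 12016 in all. Counts were scaled by trimmed means of M-values, with factors from 0.978 to 1.03, and fitted with edgeR 4.0.16 in R 4.3.3, with the 4 groups in a single fit and the two-sided quasi-likelihood F test. P-values were adjusted by the Benjamini-Hochberg method over all genes tested. The plan was to test log2(FPKM + 1) with limma and to use edgeR if the table held counts, which it does. A gene was called by the paper's rule, a fold change above 2 or below 0.5 with an unadjusted p-value under 0.05. The mean log2(FPKM + 1) of the 10 genes of Fig. 2F was compared by two-sided exact permutation tests, with 10 splits of the 6 libraries and a smallest possible p-value of 0.1.

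Enrichment was tested with one-sided Fisher's exact tests against the tested genes that carry an annotation, for GO terms of 10 to 2000 genes and for all KEGG pathways. The annotations were those in the authors' table, which do not mark the branch of GO, so all branches were adjusted together, whereas the plan was to adjust within biological processes. The gene sets of Fig. 4B were tested with camera from limma 3.58.1 with an estimated correlation between genes, and their enrichment scores were computed with fgsea 1.28.0. The set for response to interleukin-15 holds 2 genes and was not tested as a set. Primers of Table S1 were placed on the transcripts of the GENCODE annotation of GRCm38, and sequences similar to Gapdh were found with blastn 2.17.0. Tables were handled with Python 3.11.15 and pandas 2.3.3.

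The edgeR test was tested on simulated data with 200 changed genes among 12016. It recovered 190 of them at an adjusted p-value under 0.05 with 6 false calls. This recovery holds only for changes of the sizes that were planted. It does not show whether smaller changes would be found, such as those of the markers between the supernatants. The latter had log2 fold changes from -0.18 to 0.10. In simulated data without changes, 0 genes had an adjusted p-value under 0.05, and the paper's rule called 57 genes. A planted gene set had an adjusted p-value of 1.10e-25 with Fisher's exact test, 0.00753 with camera and 0.0648 with fgsea, and 0 random sets passed.

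The genes named are genes of Fig. 2F, other genes that the paper names or whose proteins it measures, the 5 called genes with the largest rise and fall in log2(FPKM + 1) whose groups do not overlap, and up to 5 members of each gene set. Values of some single genes are not reported here. Alternatives covered the pseudocount, the filter, scaling, the trend of the test, the groups in the fit, a replicate block, the rule for calling genes, the enrichment background and leaving out each replicate in turn. These choices and alternatives were made before the data were examined. Limma on log2(FPKM + 1) as a replacement for edgeR, DESeq2 1.42.0, counts divided by 4 and a filter on genes expressed without supernatant were added after the data were seen. Measurements of proteins, flow cytometry, quantitative PCR and cell function in the paper were not analysed here.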

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

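All tests in this part were chosen after the transcripts had been seen, and so were the lists of liver and kidney genes. The paper does not report on these transcripts, and the libraries without MDSC supernatant serve as controls, though none of them had the MDSC medium alone.

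Levels are given as CPM, the counts of a list scaled to the total of the library. A list of 13 liver genes, among them Alb, Apoa1, Ttr and Ahsg, took 177 ± 8.02 CPM in the TGF-β1/G-MDSC supernatant libraries (mean ± SD, n = 3). In the TGF-β1 libraries it took 0.939 ± 0.187 CPM. With TGF-β1/M-MDSC supernatant the list took 1.38, 1.30 and 157 CPM in replicates 1, 2 and 3, so the third library resembles those with G-MDSC supernatant. Replicate 3 was 114 times the larger of replicates 1 and 2. Of the 13 genes, 3 had more than 3 counts in all 3 libraries with M-MDSC supernatant, and of these Hpx had similar counts without supernatant. A level that follows single libraries rather than the treatment goes against a response of the MSCs to M-MDSC supernatant, and liver RNA that entered some libraries remains a candidate explanation. A response to G-MDSC supernatant alone would leave replicate 3 to a swap or a mix with a G-MDSC supernatant sample. Among the other observations, the tests on interferon-beta response genes go against both. Counts of genes nearer either group were divided.

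A list of 11 kidney genes, among them Kap, Umod and Slc34a1, took 60.7 ± 5.43 CPM with TGF-β1/G-MDSC supernatant and 43.3 ± 40.9 with TGF-β1/M-MDSC supernatant, against 0.165 ± 0.0837 with TGF-β1 alone. The libraries with M-MDSC supernatant had 20.1, 19.2 and 90.5 CPM. If kidney RNA had entered all of these libraries, genes of the kidney should keep their proportions, and the lowest correlation across kidney genes between any of the 6 libraries was 0.857. This lies under the limit of 0.9, but the limit was an own choice, so the test leaves kidney RNA possible. RNA carried over from the MDSCs should raise myeloid genes more than kidney genes, whereas the rise of a myeloid list was 0.0795 times that of the kidney list. A response of the MSCs should vary between libraries as other called genes do. The highest library with M-MDSC supernatant was 4.71 times the lowest, above the median of 1.20 and under the 95th percentile of 7.09 for 177 other called genes without those at low counts. Single genes are a weak measure for a summed list. Of 1000 random lists of 11 of these genes, 0 had a ratio as large, and the highest was 2.13. The kidney list thus varied more than random lists of genes expressed without supernatant. Differences between libraries can average out in a random list, whose genes need not change together. A joint response of the kidney genes is therefore not excluded. Most of the kidney genes are themselves at low counts without supernatant, and a response of such genes was not tested, since the source of the other called genes at low counts is open too.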

How the results depend on the processing

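The alternatives with limma, DESeq2, counts divided by 4 and genes expressed without supernatant, and the tests on other splits of the libraries, were chosen after seeing the data. The pseudocount of 0.1 and quantile normalization could not enter the count model and were fitted with limma for the counts of genes. They therefore also change the test and are best read beside limma on log2(FPKM + 1). Taking the sum over several entries of a gene was not run, since each marker has a single entry in the table.

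Of TGF-β1 against untreated MSCs, 810 genes were called. The count was 4082 by adjusted p-value without a fold limit, 2047 without a filter, 371 with FPKM of at least 5, 424 with quantile normalization, 428 with quantile normalization and a replicate block, and 464 with limma. It stayed within 1.5-fold under the other alternatives, from 802 to 833 genes across the 6 fits that each left out a replicate.

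Of TGF-β1/M-MDSC supernatant against TGF-β1, 262 genes were called, and 574, 1186, 121, 142, 145 and 143 under the same alternatives in the same order. Among genes expressed without supernatant the count was 162, and from 237 to 275 with a replicate left out. Of TGF-β1/G-MDSC supernatant against TGF-β1, 261 genes were called. The count was 168 with a limit on fold and adjusted p-value, 668 by adjusted p-value alone, 1258 without a filter, and 116 with FPKM of at least 5. It was 170 with quantile normalization, 171 with the block added and 159 among genes expressed without supernatant. With a replicate left out it was from 266 to 289.

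Between the supernatants, 66 genes were called. The count was 4 with a limit on fold and adjusted p-value, 15 by adjusted p-value alone, 100 with a pseudocount of 0.1, 442 without a filter and 30 with FPKM of at least 5. It was from 70 to 119 with a replicate left out, the highest without TGF-β1/M-MDSC supernatant replicate 3. Of the called genes, 53.0% were higher with M-MDSC supernatant, against 29.8% with quantile normalization, 34.0% with limma and 33.0% with a pseudocount of 0.1. The split is therefore not settled.

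For all 4 comparisons, 1 of the 4 splits that part all same-numbered pairs, the real one, gave as many called genes, and 1 of all 10 splits did. The other 6 splits part 1 pair. The other splits of this kind gave 34 to 72 genes for TGF-β1 against untreated MSCs, 58 to 79 for M-MDSC supernatant, 36 to 52 for G-MDSC supernatant and 42 to 56 between the supernatants. With 3 libraries against 3, this share cannot fall under 0.1.

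All 10 markers were higher with TGF-β1 under the 19 alternatives tried. The count of markers lower with M-MDSC supernatant was 5, and 3 with only the groups compared in the fit, and from 4 to 7 with a replicate left out. For G-MDSC supernatant it was 8, and 5 with only the groups compared, and from 5 to 7 with a replicate left out. For these 3 counts, 1 of the 4 splits gave as many. Markers lower with M-MDSC than with G-MDSC supernatant numbered 0 under all 19 alternatives, and all 4 splits gave as many, which follows from a count of 0. The replicate block left 10, 6, 8 and 0 markers, and 806, 234, 269 and 71 genes called.

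The mean marker level differed between the supernatants by 0.020, and from -0.0067 without TGF-β1/M-MDSC supernatant replicate 1 to 0.046 without replicate 3. The share of TGF-β1-induced genes lower with M-MDSC supernatant stayed between 39.2% and 51.4%. In the splits, the share of whichever direction held more genes was counted, and all 4 gave a share as large as that of the real split. That share was 51.4%, which lies so near the lowest possible 50% that the splits say little.

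The GO terms of Fig. 4A with an adjusted p-value under 0.05 numbered 0, and 4 with genes chosen by adjusted p-value without a fold limit. KEGG pathways and gene sets numbered 0 under the alternatives tried. For GO terms, KEGG pathways and gene sets, all 4 splits gave as many, which follows from a count of 0.

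Of 1905 values for named genes, 1793 kept their direction and their side of the threshold, 55 no longer passed it, 44 newly passed it and 13 reversed. With a replicate left out, the log2 fold change between the supernatants was from -0.030 to 0.10 for Col1a1, from -0.032 to 0.11 for Fn1 and from -0.0029 to 0.15 for Col6a3. Between M-MDSC supernatant and TGF-β1 it was from -0.27 to 0.12 for Fkbp1a, from -0.023 to 0.11 for Smad4, from -0.013 to 0.074 for Eid2 and from -0.11 to 0.047 for Cd44. The cause was not tested for any of these changes.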

Differences from the paper's values

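The colours of Fig. 2F were read with its colour scale as z-scores of FPKM over the 12 libraries, averaged per group. For Col6a3, the paper's value is about -0.1 in Fig. 2F with M-MDSC supernatant against 0.187 here, and about 0.8 in Fig. 2F with G-MDSC supernatant against 0.0415 here. For Col5a2, it is about 0.4 in Fig. 2F against 0.479 here with M-MDSC supernatant and about 0.7 in Fig. 2F against 0.371 with G-MDSC supernatant. For Ccn2, it is about 0.3 in Fig. 2F against 0.474 with M-MDSC supernatant and about 0.7 in Fig. 2F against 0.338 with G-MDSC supernatant. For Timp1, it is about 0.9 in Fig. 2F against 0.508 with M-MDSC supernatant and about 0.4 in Fig. 2F against 0.961 with G-MDSC supernatant.

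Of the 15 alternatives set before the data were examined that apply to these values, leaving out any of the 3 untreated libraries brought Ccn2 with M-MDSC supernatant within the paper's value. The other 12 did not, and 0 of the 15 did for the remaining values.

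The enrichment score of Ras protein signal transduction is the paper's about 0.36 in Fig. 4B against -0.31 here, and 0 of the 13 alternatives set before the data were examined closed the gap. None of these alternatives changed the source of the gene set or the ranking statistic. Both may differ from those behind Fig. 4B, which the paper's text does not give. The enrichment score of SMAD protein complex assembly is the paper's about -0.53 in Fig. 4B against -0.39 here. The gap closed with quantile normalization, with quantile normalization and a replicate block, and without TGF-β1/M-MDSC supernatant replicate 2 or 3. It did not with a pseudocount of 0.1, without a filter, with FPKM of at least 5, with median-ratio scaling, with a replicate block, without TGF-β1/M-MDSC supernatant replicate 1 or without any of the TGF-β1 replicates.

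The paper states that most markers fell with MDSC supernatant, and more robustly with that of M-MDSCs than with that of G-MDSCs. Here, 0 of 10 were lower with M-MDSC than with G-MDSC supernatant at an adjusted p-value under 0.05 and 1, Timp1, at an unadjusted one. Timp1 was higher with either supernatant than with TGF-β1 alone, which a statement on most markers allows. The paper lists 6 GO terms and 5 KEGG pathways as enriched between M-MDSC supernatant and TGF-β1, whereas 0 of them passed here, and 0 at an unadjusted p-value under 0.05. With genes chosen by adjusted p-value without a fold limit, an alternative set before the data were examined, 4 of the GO terms passed. Of the gene sets that the paper reports, 3 were tested and 0 passed.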

Other observations

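All tests in this part were chosen after their results had been seen, except those on the summed counts of Gapdh, on glycolysis genes, on paralogs of interferon response genes, and on the position of TGF-β1/M-MDSC supernatant replicate 3 without transcripts that the other libraries lack.

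Ly6a, which encodes Sca-1, changed by -3.86 on the log2 scale with TGF-β1 (adjusted p = 5.15e-09), by 2.49 with M-MDSC supernatant against TGF-β1 (adjusted p = 2.38e-07) and by 2.02 with G-MDSC supernatant (adjusted p = 1.54e-06, two-sided edgeR tests), each in all 3 libraries. Over the alternatives, adjusted p-values reached at most 8.73e-06, 0.000382 and 0.000402. Cd44 rose by 0.48 with TGF-β1 and changed by -0.050 with M-MDSC and 0.091 with G-MDSC supernatant, the former with a sign that changed when TGF-β1 replicate 2 was left out. Il15 had from 10 to 108 counts per library, Il15ra from 59 to 125, Il2rb from 54 to 132 and Il2rg from 0 to 19, under the filter for testing.

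In Control replicates 2 and 3, a list of 7 heart genes took 9.86 and 14.2 CPM, against 0.457 in replicate 1. The lower of the former was 21.6 times the latter, and heart RNA that entered these libraries is a candidate explanation. No biological explanation was tested.

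Of the 233 genes called higher with M-MDSC supernatant than with TGF-β1, 54 had at most 8 counts in each library without supernatant, as had 53 of 228 with G-MDSC supernatant. Igkc, an immunoglobulin gene, had from 0 to 6 counts per library without supernatant, from 200 to 1588 with M-MDSC and from 19 to 897 with G-MDSC supernatant. A list of 4 Y chromosome genes had 0 counts in each library without supernatant, and 4 of 4 had more than 3 in some library with supernatant, at most 34. RNA from outside the MSCs was thus present in libraries with supernatant. Whether it came with the supernatant or from another sample, and which of the 54 genes it accounts for, was not tested. Those 58 tested genes took 59.9, 74.7 and 432 CPM in M-MDSC supernatant replicates 1, 2 and 3, and from 395 to 423 with G-MDSC supernatant.

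On the first principal component, which held 39.4% of the variance, TGF-β1/M-MDSC supernatant replicate 3 lay at 38.5, replicates 1 and 2 at 15.7 and 16.9, and the G-MDSC supernatant libraries from 37.0 to 40.1. Its mean distance to the G-MDSC supernatant libraries was 0.817 times that to replicates 1 and 2, and 0.994 without the 58 genes, so without them it lay nearly as far from each. If the sample were mislabelled, it should be nearer the G-MDSC supernatant libraries for other genes too. Genes were chosen by comparing G-MDSC supernatant with replicates 1 and 2, without the 58 genes. Replicate 3 was nearer replicates 1 and 2 for 13 of 21 genes with an adjusted p-value under 0.05. It was nearer the G-MDSC supernatant libraries for 80 of 158 genes with an unadjusted one and a fold limit lower than that for calls. These counts are divided. The mean log2 level of the interferon-beta response genes was 5.07 in replicate 3, against 5.06 and 5.22 in replicates 1 and 2 and 4.70 to 4.75 with G-MDSC supernatant, and thus 0.32 above the highest of the latter. This goes against a swap with a G-MDSC supernatant sample. By the liver list, a mix would hold 88.7% of such a sample and should have a level of 4.78. Replicate 3 lay 0.29 above that and nearer replicates 1 and 2, which goes against such a mix too. Both readings rest on a single library and on genes that were compared between the supernatants with replicate 3 included, so neither is settled.

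Genes of the cellular response to interferon-beta were higher with M-MDSC than with G-MDSC supernatant (31 genes, median log2 fold change 0.27, 24 higher, two-sided camera test of limma, adjusted p = 0.000631 over the 4 comparisons). With M-MDSC supernatant replicate 3, which carries the liver transcripts, the mean difference from G-MDSC supernatant was 0.34, against 0.40 for replicates 1 and 2, so the libraries that differ in liver transcripts do not account for it. Among the 14 members that share no symbol root with another member, the median was 0.13 and 11 were higher, so reads shared between paralogs do not account for all of it. Of the 4 splits that part all same-numbered pairs, 1 gave a mean difference as large, as did 1 of all 10. A stronger interferon response with M-MDSC supernatant is a hypothesis that these splits cannot tell from a chance division of the libraries, and it may have other causes. The largest changes by log2 fold change among its 5 members with the largest change in log2(FPKM + 1) were Tgtp2 with 1.38, Ifit3 with 1.28 and Tgtp1 with 1.28.

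Gapdh differed 3.35-fold between the highest and lowest of the 12 libraries. Summed with 282 other genes of at least 85% identity over at least 100 bp, among them the pseudogenes Gapdh-ps14 and Gapdh-ps15, the ratio was 1.19. Gapdh took from 129 to 430 CPM and the sum from 3926 to 4688 CPM, so this ratio is near 1 whatever the source of the difference. If reads were exchanged with the other genes, these should fall where Gapdh rises, whereas the correlation over the 12 libraries was 0.46. The median ratio of 7 other glycolysis genes was 1.37, so a joint change of glycolysis genes is smaller than the difference. Within untreated MSCs, Gapdh took 150, 372 and 172 CPM, which treatment does not account for, and its lowest adjusted p-value over the 4 comparisons of treatments was 0.331 (two-sided edgeR tests). No explanation remains among those tested.

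The GO terms of Fig. 4A were also tested among the genes called between TGF-β1 and untreated MSCs, where 6 of 6 had an adjusted p-value under 0.05. That the terms go with TGF-b1 against Control is thus a candidate explanation for 0 terms with M-MDSC supernatant. The rule for calling genes also matters, since 4 terms passed with genes chosen by adjusted p-value without a fold limit.

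In Fig. 2F, the colours of 5 genes, among them Col6a3 and Timp1, differ from z-scores of the deposited FPKM by a root mean square of 0.320, against 0.0253 for the other 5 genes. The scale from colour to z-score was fitted on the other 5 genes, so 0.0253 is no separate check. With the G-MDSC supernatant values of the first 5 genes replaced by TGF-β1 values of the same replicate number, their root mean square was 0.0229. With quantile normalization it was 0.307, so another scaling of this kind does not account for the difference. For these 5 genes, 15 of 15 cells have the same colour with G-MDSC supernatant as with TGF-β1, against 0 of 15 for the others. A candidate explanation is that the figure shows TGF-β1 values in these cells. How the figure was made was not examined.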
